# A small RNA regulates *pprM*, a modulator of pleiotropic proteins promoting DNA repair, in *Deinococcus radiodurans* under ionizing radiation

**DOI:** 10.1038/s41598-021-91335-8

**Published:** 2021-06-21

**Authors:** Jordan K. Villa, Runhua Han, Chen-Hsun Tsai, Angela Chen, Philip Sweet, Gabriela Franco, Respina Vaezian, Rok Tkavc, Michael J. Daly, Lydia M. Contreras

**Keywords:** Small RNAs, DNA damage response, Bacteria

## Abstract

Networks of transcriptional and post-transcriptional regulators are critical for bacterial survival and adaptation to environmental stressors. While transcriptional regulators provide rapid activation and/or repression of a wide-network of genes, post-transcriptional regulators, such as small RNAs (sRNAs), are also important to fine-tune gene expression. However, the mechanisms of sRNAs remain poorly understood, especially in less-studied bacteria. *Deinococcus radiodurans* is a gram-positive bacterium resistant to extreme levels of ionizing radiation (IR). Although multiple unique regulatory systems (e.g., the Radiation and Desiccation Response (RDR)) have been identified in this organism, the role of post-transcriptional regulators has not been characterized within the IR response. In this study, we have characterized an sRNA, PprS (formerly Dsr2), as a post-transcriptional coordinator of IR recovery in *D. radiodurans*. PprS showed differential expression specifically under IR and knockdown of PprS resulted in reduced survival and growth under IR, suggesting its importance in regulating post-radiation recovery. We determined a number of potential RNA targets involved in several pathways including translation and DNA repair. Specifically, we confirmed that PprS binds within the coding region to stabilize the *pprM* (DR_0907) transcript, a RDR modulator. Overall, these results are the first to present an additional layer of sRNA-based control in DNA repair pathways associated with bacterial radioresistance.

## Introduction

Bacterial survival and adaptation to stressors requires a complex network of regulation woven by transcriptional repressors/activators, two-component systems, and post-transcriptional RNA regulators. Complex regulatory networks utilizing both transcriptional repressors/activators and post-transcriptional regulators such as small RNAs (sRNAs) have been discovered for a wide variety of stresses^1^. Examples of transcriptional regulators regulating or being regulated by sRNAs in *Escherichia coli* include: oxidative stress (OxyR, OxyS)^2^, acid stress (GadX, GadY)^3^, anaerobic stress (FNR/ArcA, FnrS)^4^, cell envelope stress (σ^E^, MicA/RybB/MicL)^5^, and metal ion homeostasis (Fur, RyhB)^6^. In each of these systems, integration of post-transcriptional regulation via sRNAs into these networks serves to fine-tune gene expression levels necessary for bacterial survival^7^.

sRNAs range in size from 50 to 500 nucleotides (nt) and typically do not encode functional proteins^1,8,9^. Instead, sRNAs regulate gene expression through antisense base-pairing interactions with target mRNA(s) that result in translational activation or repression by modifying the accessibility of the ribosome to the ribosome binding site (RBS) or alteration of mRNA stability^8–10^. Although some examples of sRNAs activating expression of their target mRNA are known, such as anti-antisense control or stabilization of mRNA by blocking ribonuclease (like RNase E) cleavage sites, a majority of sRNAs repress their mRNA targets^11^. Most sRNAs bind to the 5′ untranslated region (UTR) of the target mRNA, with some examples regulating at the 3′UTR and even fewer within the coding sequence^1,8,10–12^. Additionally, sRNAs are capable of regulating several mRNA targets, including transcriptional regulators^1,12^. In this manner, sRNAs are capable of regulating large networks of mRNAs in response to environmental and cellular signals and in coordination with transcriptional regulators^7^. As such, sRNAs provide a method of fine-tuning rapid responses to stresses given that they do not require translation for function and exhibit much shorter lifetime than the protein-based transcriptional regulators^1,12,13^.

Ionizing radiation (IR) represents an extreme environmental stress that damages molecular components directly and via the generation of reactive oxygen species (ROS), which results in DNA damage, genomic mutations, lipid peroxidation, and proteome oxidation^14^. While some transcriptional regulatory networks have been characterized^15^, post-transcriptional sRNA regulators involved in the IR stress response network have yet to be discovered. Additionally, the characterized regulatory networks have typically expanded on mechanisms of coordinating the upregulation of repair genes after stress, rather than the maintenance of these repair genes at lower expression levels during unstressed conditions^14,15^. However, discovery and characterization of sRNAs have that are involved in oxidative stress responses have remained limited to a few organisms^1^.

*Deinococcus radiodurans* is a gram-positive bacterium that is renowned for its unprecedented survival to gamma radiation (acute doses up to 20 kGy and chronic irradiation as high as 60 Gy/h), UV irradiation (up to 2000/Jm), desiccation, and other oxidative stresses^14,16,17^. During the extreme damage caused by these stresses, *D. radiodurans* protects its proteome, including the transcriptional and translational machinery, via small molecule Mn^2+^ antioxidants that scavenge cellular reactive oxygen species^18–20^. However, the regulatory network for radiation response remains to be fully characterized. Comparative genomics studies between *D. radiodurans* and radiation-sensitive organisms revealed very few differences in the type or number of DNA repair enzymes present^14,21^.

The coordinated repair of both damaged DNA and proteins after IR-induced damage requires a complex network of regulatory functions^21^. Three global transcriptional regulatory networks (regulated by DrRRA, DdrI, or PprI/DdrO) have been identified in *D. radiodurans*^17^*.* A two-component system involving the response regulator DrRRA (DR_2418) regulates catalase (*katA*/*katE1*/DR_1998) and other proteins involved in bacterial survival and metabolism^22,23^. The cAMP receptor protein (CRP), DdrI (DR_0977), regulates transcription of 18 genes (including lon protease (DR_0349)) in response to a variety of oxidative stresses and heat shock^24^. This DdrI-regulated network likely has an uncharacterized broader network as in silico predictions have proposed binding sites to 115 other candidate target genes^25^. A third unique transcriptional regulatory system to *Deinococcus* sp., termed the Radiation and Desiccation Response (RDR)^26^ controls expression of several DNA repair enzymes, including RecA (DR_2340, a key protein for DNA repair by homologous recombination)^27^ and PprA (DR_A0346, a pleiotropic protein involved in a multiprotein complex to stimulate DNA repair)^28,29^. Due to the importance of regulating DNA repair genes after IR-induced damage, the regulatory network contains several levels of regulation. On a basic level, the IR-activated protease PprI (DR_0167, also referred to as IrrE) de-represses the RDR regulon by cleaving DdrO (DR_2574), a promoter-binding repressor that recognizes the palindromic RDR motif (RDRM)^17,26,30–33^. At a different level of regulation, a cold-shock protein homolog, PprM (DR_0907) modulates PprA and KatA expression under unstressed conditions; PprM is also post-translationally modified via a PprI-dependent mechanism^34–36^.

Previous work from our lab identified 41 novel sRNAs in *D. radiodurans,* including 8 sRNAs that were differentially expressed during recovery post-exposure to acute IR^37^, suggesting that sRNAs provide additional fine-tuning of responses associated with recovery post-radiation exposure in *D. radiodurans.* In this study, we characterize one of these sRNAs, Dsr2, as a model for studying the role of sRNA-based regulation during recovery from IR as this sRNA exhibited the unique characteristic of being naturally differentially expressed during recovery from 10 kGy acute IR, but not under other oxidative stresses such as H_2_O_2_. Furthermore, knockdown of this sRNA results in a significant decrease in *D. radiodurans* survival and growth following acute (10 kGy) and chronic (57 Gy/h) IR exposures. Our results further demonstrate that Dsr2 is an integral piece of the radiation resistance network that had not yet been identified; specifically, it regulates the expression of stress response proteins (PprA and KatA) during unstressed conditions by stabilizing *pprM* via binding within the *pprM* coding region. Therefore, Dsr2 was renamed PprS (for sRNA regulator of pleiotropic proteins promoting DNA repair). Overall, we present the first characterized sRNA that plays a direct role during recovery from IR exposures.

## Results

### PprS is specifically differential expressed during recovery from IR

Among the 41 novel sRNA transcripts previously identified in *D. radiodurans* R1 by our lab*,* PprS (originally named Dsr2) is one of eight transcripts that is naturally differentially expressed during recovery from 15 kGy IR at both exponential and stationary growth phases^37^. PprS also exhibits decreased abundance during recovery from a less lethal IR dose (10 kGy) (Fig. 1A) equivalent to ~ 20% cell survival^38^; however, no changes in PprS transcript levels were observed after exposure to 50–100 mM H_2_O_2_ (Fig. 1B). This unique sensitivity to IR is unique to PprS as other sRNAs characterized in *D. radiodurans* (i.e. Dsr39 and Dsr18) were differentially expressed during recovery from IR as well as during H_2_O_2_ exposure^39^ or heat stress^40^, respectively.

**Figure 1:**
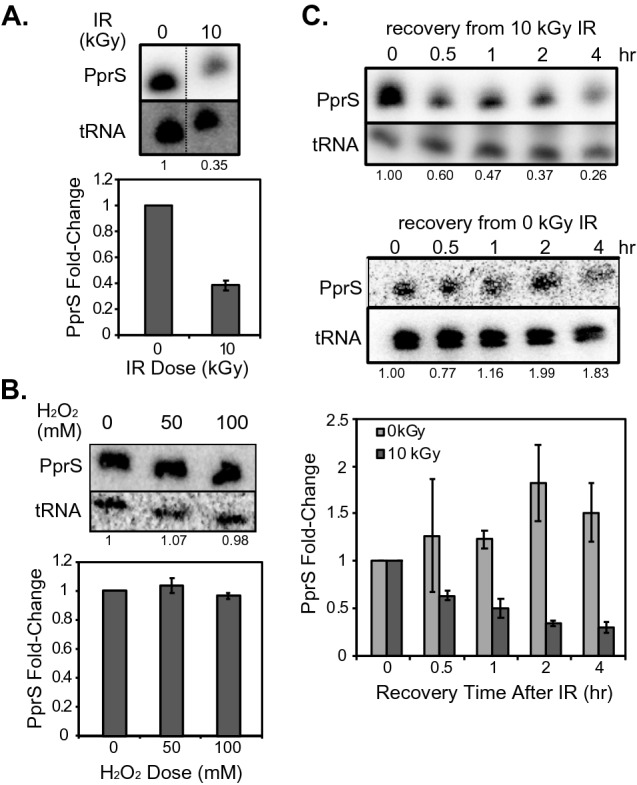
PprS demonstrates decreased expression under ionizing radiation, but not H_2_O_2_. (**A**–**C**) Representative Northern blotting images with bar graphs below demonstrating average fold-changes of PprS transcript levels (**B**) under 10 kGy of acute ionizing irradiation after 2 h recovery, (**C**) exposure to H_2_O_2_ stress (50 and 100 mM), and (**D**) after different recovery times from 10 kGy irradiation. Numbers below each blot represents the normalized fold change for that replicate (PprS band intensity normalized to tRNA loading control, then normalized to the unstressed data for the corresponding Northern blot). Northern blots have been cropped to show specific bands of interest, but are from the same membrane for each boxed figure. Error bars in bar plot demonstrate standard deviation from separate experiments (n = 2–3).

Interestingly, differential expression of PprS occurred within 30 min of recovery from 10 kGy acute IR and persisted for at least 4 h after IR exposure (Fig. 1C). PprS transcript levels increased during the longer recovery times (2–4 h) as the cells reached stationary phase; we have observed previously^37^ that *PprS* is expressed at higher levels during stationary phase relative to exponential phase (Fig. 1C). To suggest possible regulatory pathways of PprS, we performed a shotgun proteomics time-course experiment to determine the dynamics of protein expression during recovery from 10 kGy acute IR. Similar to literature reports^41–49^, the response to IR in *D. radiodurans* is characterized by upregulation of DNA repair proteins (Fig. S1A), like DdrA (DR_0423), GyrB (DR_0906), and PprA (DR_A0346) of the RDR regulon after 1 h of post-IR recovery (Fig. S1B, Table S1). GO Enrichment analysis using PANTHER tools^50–52^ demonstrated significant enrichment of GO terms including metabolic process, DNA repair, and response to radiation (Table S2). During these recovery times, we observed that 25% of the 20 detected RDR-related proteins were significantly upregulated after 1 h of post-IR recovery, 45% after 2 h, and 50% by 4 h (Fig. S1B). In contrast, for the less characterized DrRRA and DdrI pathways, 15% of the 32 detected putative DdrI-related proteins^24,25^ and only 6% of the 78 detected putative DrRRA-related proteins^22,23^ demonstrated significant differential expression after 4 h post-IR recovery (Table S1). These results, combined with the timescale of PprS differential expression following IR exposure, suggested that PprS could be involved in radioresistance mechanisms and could be related to radiation response networks like the RDR pathway.

### Knockdown of PprS results in impaired growth and resistance to acute and chronic irradiation

To investigate the potential direct contribution of PprS to recovery from IR, we constructed a genetic knockdown of PprS (PprSKD) in *D. radiodurans* via homologous recombination and confirmed the strain via genomic PCR (Fig. S2A). Although a complete PprS deletion was attempted, a homogenous deletion of PprS could not be achieved, suggesting that PprS could be essential for cell viability. However, the knockdown strain demonstrated at least a twofold decrease in PprS expression as compared to the wild-type R1 strain (WT), as revealed by Northern blotting analysis (Fig. S2B).

*Deinococcus radiodurans* PprSKD exhibited a significant (*p*-value < 0.05) decrease in survival compared to the WT strain post-exposure to 12 kGy acute IR (Fig. 2A). A decrease in growth of the PprSKD strain was also observed under chronic IR (57 Gy/h for 5 days) (Fig. 2B). In addition to the reduction in survival, PprSKD demonstrated a significant reduction in doubling time during recovery from IR compared to WT, but not under sham (no radiation) conditions (Fig. 2C and Fig. S3A). To determine if this phenotype was a direct effect of the reduced level of the PprS sRNA, we constructed a complementation strain by constitutively expressing PprS from the pRADgro plasmid^58^ (pRADgro-PprS) within the PprSKD strain (referred to as PprSCom). While the empty vector control (PprSKD + pRADgro (PprSKD_EV)) displayed a survival phenotype comparable to the PprSKD strain, the complementation strain recovered the radioresistance phenotype similar to WT for acute IR (Fig. 2A) and growth under chronic IR (Fig. 2B) or after acute IR (Fig. 2C and Fig. S3A). In addition to the changes in doubling time between the strains recovering from IR exposure (Fig. 2C), we also observed a difference in the lag time; PprSKD and PprSKD_EV demonstrated a significant increase in lag time following IR exposure as compared to the WT or PprSCom *D. radiodurans* strains (Fig. S3B). After IR exposure, growth arrest permits DNA repair to occur in *D. radiodurans*^14,53^. Therefore, this increase in lag time in the PprSKD strain suggests a deficiency in the dynamics of DNA repair which could contribute to the radiation sensitivity observed (Fig. 2 and Fig. S3).

**Figure 2:**
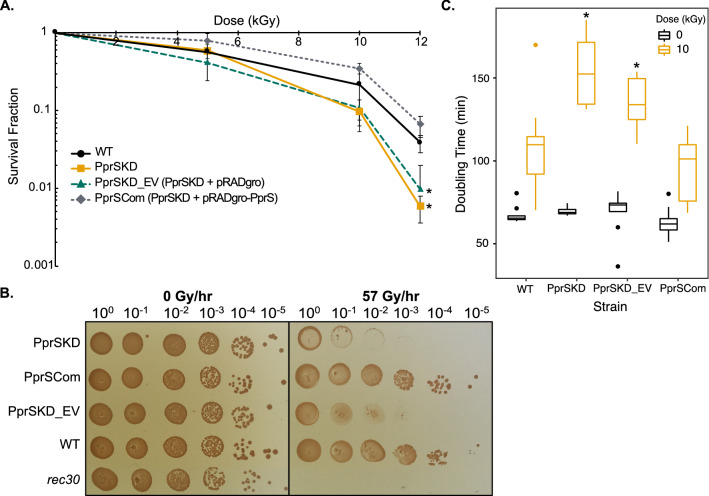
PprSKD showed reduced survival to acute IR and reduced growth under both acute and chronic IR. (**A**) Survival curve of *D. radiodurans* PprS knockdown mutant (PprSKD), PprSKD with empty plasmid control (PprSKD_EV), PprS complementation (PprSCom) and WT at different doses of acute IR. Error bars represent standard deviation of biological triplicates and *p-value < 0.05 between the strain compared to WT by two-tailed Student’s t-test. (B) Growth of WT, PprS knockdown and complement strains, and a *recA* defect strain (rec30) under chronic irradiation at 57 Gy/h for 5 days. Numbers over the images indicate the dilution ratio of colonies. (**C**) Doubling time of biological triplicates of WT and PprS knockdown and complement strains during recovery from 10 kGy acute IR or sham exposures. Knockdown of PprS does not impact *D. radiodurans* growth phenotype during unirradiated conditions. However, PprSKD demonstrates a significant reduction in growth rate during recovery from IR compared to WT. This growth defect after IR is lost after PprS complementation. *p-value < 0.05 for each comparison by two-tailed Student’s t-test.

To validate that the effect on IR survival was unique to PprS, we created knockout (KO) or knockdown (KD) strains of seven sRNAs (Dsr5KO, Dsr6KD, Dsr9KD, Dsr17KD, Dsr18KO, Dsr19KD and Dsr39KO) and confirmed strain construction by genomic PCR (Fig. S4A); we previously demonstrated these sRNA were differential expressed under IR or during recovery from other oxidative stresses or found that these were highly conserved among *Deinococcus* species^37^. Importantly, under acute IR, none of these KO/KD strains exhibited any significant differences in survival compared to WT (Fig. S4B). Whereas other sRNAs (Dsr11, Dsr18, Dsr39, Qpr6, and OsiA) in *D. radiodurans* have been characterized as important regulators under other stresses (i.e. H_2_O_2_ and heat stress)^39,40,54–56^, PprS has been the only sRNA identified to impact survival and growth uniquely post-IR exposure. These results suggest that PprS is unique among known sRNAs in *D. radiodurans* in its contribution to IR recovery.

### PprS activates the expression of *pprM* (DR_0907) by binding within the coding sequence to stabilize the transcript

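MAPS purifies an RNA that carries MS2 binding domains together with the RNAs bound to it, and sequences what was recovered. The libraries came from unirradiated wild-type *D. radiodurans* R1 that expressed PprS fused to MS2 binding domains (MS2-PprS, n = 3) or the MS2 binding domains alone (MS2 only, n = 3). The paper's methods give an OD600 of 1 for these cultures and the sample labels give 0.8. The authors aligned the trimmed reads to the R1 genome and counted them per gene with HTSeq, and their methods state that rRNA and tRNA reads were left out. The deposited values are counts without normalization for 3132 features. The counts assigned to genes were 6651923, 7967875 and 1581182 in MS2 only libraries A, B and C, and 283683, 1964794 and 116628 in libraries A, B and C labelled MS2-PprS. The paper gives the depth as around 6000000 mapped reads per sample, whereas the summary lines of these libraries give a median of 12130515.5 aligned entries (783806 to 17752508). In library MS2-PprS C, 95.3% of the entries were not aligned. The counts were normalized by TMM and compared with edgeR's quasi-likelihood test, with DESeq2 as an alternative. A transcript was called at an adjusted p under 0.05 and a fold change over 2. PprS itself, the bait, is listed as Dsr2. It had 1417, 544 and 190 counts in the MS2 only libraries and 8, 44 and 2 counts in the libraries labelled MS2-PprS. The TMM-normalized level (CPM) was 125 ± 67.5 (SD, n = 3) with MS2 only and 24.5 ± 8.50 (SD, n = 3) in the libraries labelled MS2-PprS. The log2 fold change was -2.36 (SE 0.52, adjusted p = 0.276 from edgeR), and every MS2 only library lay above every library labelled MS2-PprS (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). DESeq2 called PprS lower, at an adjusted p of 0.00388 (0.00388 to 0.586 over the alternatives), as did edgeR with the replicate letter as a block (-1.97). Whether reads of the fused construct were counted to Dsr2 is not given in the sources used here. The paper's other measures of PprS, by Northern blotting, come from other cultures.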

To identify potential regulatory targets of PprS important for recovery from IR in *D. radiodurans*, we conducted MS2-affinity purification coupled with RNA sequencing (MAPS)^57^. Two MS2 binding domains (MS2BD) were fused to the 5′ end of PprS and constitutively expressed off the pRADgro plasmid^58^ in wild-type *D. radiodurans* R1*.* RNA-sequencing of the MS2-co-immunoprecipitated RNA samples identified 135 transcripts at least twofold significantly (adjusted *p*-value < 0.05) enriched, compared to the MS2-only construct (Table S3). These putative targets are involved in a variety of pathways including translation, transcription, ribosome biogenesis and DNA repair/replication (Fig. S5A). 

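Of 3101 transcripts tested, edgeR called 0 enriched and 0 depleted in the libraries labelled MS2-PprS, where DESeq2 called 64 enriched and 1 depleted. At an unadjusted p under 0.05, edgeR gave 380 transcripts, where chance alone would give 155, and the lowest adjusted p was 0.273. Without MS2-PprS B, edgeR called 50 enriched and 2 depleted, and with the replicate letter as a block 45 enriched and 2 depleted. DESeq2 with the block, chosen after seeing the values, called 135 enriched and 6 depleted, and these 135 are the transcripts the paper lists. For 637 transcripts, or 20.5% of those tested, all 3 libraries of one group lay above all 3 of the other, where chance gives 10%. In log2 CPM, MS2-PprS B correlated by 0.96, 0.92 and 0.96 with MS2 only A, B and C. It correlated by 0.84 and 0.80 with MS2-PprS A and C, which correlated by 0.76 with each other. MS2-PprS B thus resembled the MS2 only libraries more than the others of its label. It was also the deepest of its label, and the cause was not tested. All 135 transcripts of Table S3 were tested and all 135 had a log2 fold change above 0, with a median of 1.38. Of these, 133 had an unadjusted p under 0.05 and 130 passed when adjusted over the list alone, which is not independent evidence since the list was chosen on these libraries. From this enrichment over the MS2-only construct, the paper names the transcripts putative targets of PprS.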

GO terms for translation (5.08-fold) and gene expression (2.88-fold) were significantly enriched (Table S2) by GO Enrichment analysis^50–52^. 

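Translation was examined through the ribosomal protein genes that the paper's tables name, of which 30 were tested. All 30 had a log2 fold change above 0 in the libraries labelled MS2-PprS, with a median of 1.23. edgeR called 0 of them over all genes, 20 had an unadjusted p under 0.05 and 14 passed when adjusted over the list alone. DESeq2 called 4 of the 30, more than among the other transcripts tested (odds ratio 7.71, Fisher's exact test, p = 0.00302). The list was drawn in part from Table S3, so it is not independent evidence. The 12 ribosomal protein genes outside Table S3, a split chosen after the values were seen, all lay above 0, with a median of 0.62. edgeR called 0 of these 12, with or without the replicate letter as a block. Over 3103 transcripts the MAPS fold change from DESeq2 rose with the level in WT sham (Spearman rho 0.454). Abundance was therefore not set apart from the shift of a list. By camera, a test of a list against all other genes, the ribosomal protein list was higher (adjusted p = 1.44e-13), but with the correlation between its genes estimated from the data the adjusted p was 0.337. The 7 genes of RNA polymerase and the core transcription machinery all lay above 0, with a median of 0.54. For DNA repair and replication, *ssb* (DR_0099) had a log2 fold change of 1.54 (SE 0.45, adjusted p = 0.276 from edgeR), with groups that overlapped. DESeq2 called *ssb* (adjusted p = 0.0274), as did edgeR without MS2-PprS B (0.0328). With the replicate letter as a block *ssb* was called by edgeR and, in a fit chosen after seeing the values, by DESeq2 (adjusted p = 0.000177). Of 25 RDR regulon genes, 16 lay above 0 (median 0.17), and 0 passed by edgeR, where 4 had an unadjusted p under 0.05 and DESeq2 called 1. Among 25 sRNAs, 20 lay above 0 (median 0.36), and the 1 that passed when adjusted over the list alone was PprS, which was lower. Of 11 heat shock chaperones and proteases, 10 lay above 0 (median 0.76) and 1 passed when adjusted over the list alone. The medians of the genes of chromosome I (2556 tested), chromosome II (354) and megaplasmid MP1 (129) were -0.01, 0.00 and 0.08. All 35 genes of plasmid CP1 lay above 0, with a median of 1.12, and 23 passed when adjusted over the list alone. edgeR called 0 of these 35, while 31 had an unadjusted p under 0.05 and DESeq2 called 18. With the replicate letter as a block edgeR called 7, and DESeq2 with the block, chosen after seeing the values, called 22 of the 34 it tested.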

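In Fig. S5B the highest MAPS candidates are *pprM* (DR_0907), *groS* (DR_0606), DR_0944 (thioredoxin), DR_1263, DR_1264, DR_0852, DR_1754 and DR_2389 (transglycosylase associated protein). *pprM*, a cold shock protein gene, had 814, 610 and 60 counts in libraries A, B and C labelled MS2-PprS and 1381, 636 and 280 in the MS2 only libraries. Normalized, this was 1427 ± 1756 CPM (SD, n = 3) and 145 ± 62.0 CPM (SD, n = 3), a log2 fold change of 3.30 (SE 0.85, adjusted p = 0.276 from edgeR). Its log2 fold change was 1.43 without MS2-PprS A and 3.82 without MS2-PprS B, and it was called only in the latter case (adjusted p = 0.0461) among the fits that leave out 1 library, and also with the replicate letter as a block (2.65). DESeq2 gave *pprM* an adjusted p of 0.0584 (3.26e-06 to 0.810 over the alternatives). The other genes of the group had log2 fold changes from 2.67 for DR_1754 (SE 0.69) to 4.79 for DR_0852 (SE 1.37), with 3.09 for *groS* (SE 0.72). DR_0944 lay at 2.90 (SE 0.73), DR_1263 at 3.56 (SE 1.03), DR_1264 at 3.49 (SE 1.03) and DR_2389 at 3.04 (SE 0.83). Without MS2-PprS A the log2 fold changes fell to 1.96 for DR_0852, 1.38 for DR_0944, 1.19 for DR_1263 and DR_1264, 1.17 for DR_1754 and 1.11 for DR_2389, while *groS* stayed at 3.08. For all 8, each library labelled MS2-PprS lay above each MS2 only library (exact permutation test, p = 0.1). edgeR called 0 of the 8 over all genes, 8 had an unadjusted p under 0.05, 8 passed when adjusted over the list alone, and DESeq2 called 2, *groS* (adjusted p = 0.0295) and DR_1754 (0.00422), but gave no p for DR_0852, DR_1263 and DR_2389, which it set aside as count outliers. Without MS2-PprS B edgeR called *pprM*, *groS*, DR_0944, DR_1754 and DR_2389, and with the replicate letter as a block *pprM*, *groS* and DR_0944. DESeq2 with the block, chosen after seeing the values, called all 8. The 8 were chosen by the paper on these libraries, so the list alone is not independent evidence. Of 28 genes that the paper's tables tag as DrRRA-related, 25 lay above 0 (median 0.87) and 10 passed when adjusted over the list alone, against 5 called by DESeq2 over all genes. The tags are in part of transcripts the paper called in the deposited libraries, and the paper counts DR_0944, DR_1263 and DR_1264 as DrRRA regulated. The DrRRA list is thus not independent evidence either.

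**Figure D1:**
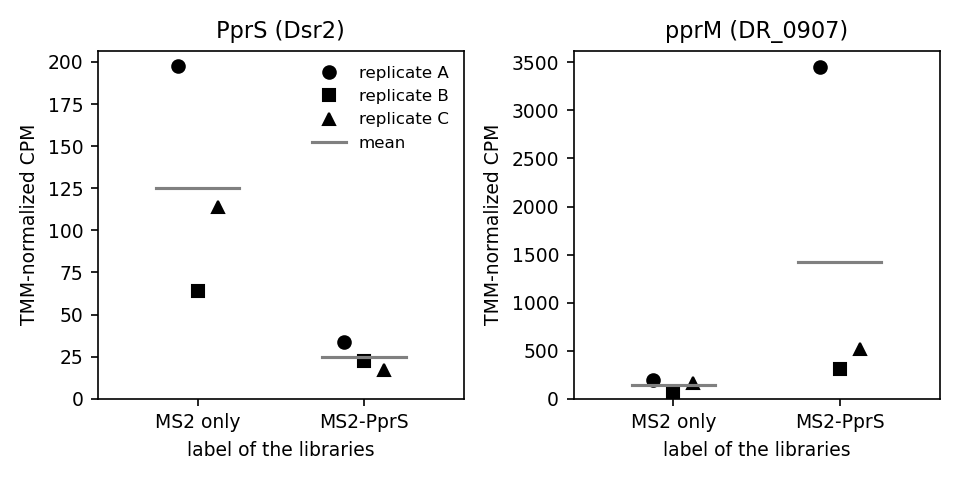
TMM-normalized CPM of PprS and pprM in each MAPS library, with a symbol for each replicate and a grey line for the mean of each group (n = 3). PprS sits higher in all 3 MS2 only libraries, and pprM sits higher in all 3 libraries labelled MS2-PprS.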

Supporting the role of PprS within the radiation response, we observed significant enrichment of three DrRRA regulated transcripts (DR_0944 (thioredoxin) and two uncharacterized proteins (DR_1264 and DR_1263)) and *pprM* (DR_0907) among the top 8 targets (at least fourfold enriched) (Fig. S5B). PprM is a predicted cold shock protein that has been described previously as being a modulator of the RDR response network^34^. It is worth noting that deletion of PprM has been shown to decrease survival of *D. radiodurans* post-exposure to IR, suggesting an important role of PprM in mechanisms for radiation recovery^34^. After predicting putative binding sites using the prediction software, IntaRNA^59^ (Fig. S6), we focused our analysis on *pprM*, which, in addition to its relation to radioresistance, had the lowest predicted binding energy within the top 5 MAPS enriched candidates of PprS.

We next sought to further characterize the interaction between PprS and *pprM*. IntaRNA^59^ identified a putative binding site on one of PprS’s predicted stem loops (Fig. 3A) that interacts with a region ~ 149 nt inside the coding region of *pprM* (Fig. 3B). However, *pprM* has been reported to be incorrectly annotated in the *D. radiodurans* genome. Literature proteomics data^60^ locates the actual start codon 141 nt downstream the annotated start codon. Our 5′RACE analysis suggests the TSS at 120 nt downstream (producing a 21 nt long 5′UTR). Utilizing the corrected annotation position, PprS is predicted to bind from + 3 to + 21 nt after the start codon (Fig. 3B). This prediction was surprising considering most sRNAs bind towards the 5′ end of the target mRNA^1,10^. To validate the potential binding of PprS to the *pprM* transcript, we performed an electrophoretic mobility shift assay (EMSA). Indeed, binding of PprS to the *pprM* transcript was verified in vitro by EMSA (K_d_ = 39.59 ± 15.56 pmol) (Fig. 3C). Mutations to the predicted binding region on either PprS or *pprM* eliminated formation of the RNA-RNA complex (Fig. 3B,C); however, RNA-RNA complex formation was recapitulated in a compensatory interaction between the two mutated RNAs (K_d_ = 45.59 ± 1.84 pmol) (Fig. 3C), verifying the direct interaction between PprS and *pprM* mediated through the predicted binding site (Fig. 3A,B).

**Figure 3:**
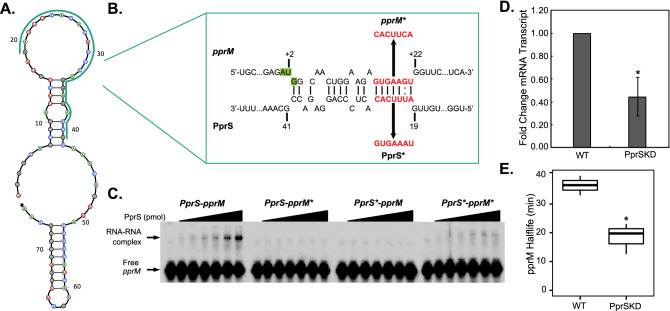
PprS binding stabilizes *pprM* transcript. (**A**) Predicted structure of PprS (from NUPACK^61^) with region of PprS-*pprM* interaction highlighted. (**B**) Prediction of PprS binding to *pprM* by IntaRNA with mutation of *pprM*-PprS interaction site shown in red. Nucleotide positions are given for the revised start codon of *pprM*. (If utilize the start codon annotated in the *D. radiodurans* genome, the predicted binding site is from + 149 to + 163 nt after the start codon). (**C**) Representative EMSA (n = 2–3) of PprS binding to *pprM* transcript in vitro. In each lane, 1 pmol of radiolabeled *pprM* mRNA fragment (− 33 to + 100 nt relative to start codon) was incubated with 0–100 pmol of PprS sRNA. K_d_’s were determined for the PprS-*pprM* EMSA to be 39.59 ± 15.56 pmol and 45.59 ± 1.84 pmol for the complemented mutations (PprS*-pprM*). (**D**) *pprM* transcripts levels were determined in unstressed conditions by RT-qPCR analysis. Bars represent the fold changes in gene expression compared to WT. Error bars represent standard deviation of triplicate biological samples. Difference in *pprM* transcript level between strains is significant by two-tailed Student’s t-test (*p*-value < 0.05). (**E**) Boxplot of *pprM* halflife in WT versus PprSKD strains calculated from Northern blot analysis. Difference between half-lives (36.46 ± 3.37 min for R1 versus 18.48 ± 5.37 min) was significant by two-tailed Student’s t-test (*p*-value < 0.05) from biological triplicates from two independent experiments (representative Northern blot presented in Figs. S8 and S10).

Comparison of the protein expression between *D. radiodurans* WT and PprSKD revealed a decrease in PprM protein levels in the PprSKD strain compared to WT (Fig. S7A, Table S4), suggesting an activation mechanism of regulation of PprS on *pprM*. To differentiate between the different mechanisms of activation (i.e., altering accessibility of the ribosome binding site versus increasing mRNA stability), we examined the *pprM* transcript levels by RT-qPCR (Fig. 3D). The transcript levels of *pprM* were > twofold decreased in the PprSKD strain as compared to WT *D. radiodurans* (Fig. 3D). Indeed, the *pprM* transcript half-life in PprSKD (18.48 ± 5.37 min) was significantly shorter than in WT (36.46 ± 3.37 min), supporting this model in which PprS stabilizes the *pprM* transcript in vivo (Fig. 3E and Fig. S8). As a final confirmation of this model, we sought to determine the in vivo regulatory effect on native levels of *pprM* after inducing expression of PprS*.* We expressed PprS from an inducible p_Spac_ promoter^62^ in *D. radiodurans* PprSKD and detected native *pprM* transcript levels by Northern blotting analysis. Slight induction of PprS resulted in an increase in *pprM* transcript levels (Fig. S7B), reinforcing the positive regulatory effect of PprS on *pprM.* From these experiments we propose that the PprS sRNA binds to the coding region of *pprM* to promote its stabilization during unirradiated conditions.

### PprS modulates stress response networks through *pprM* in *D. radiodurans *(and likely affects a broader set of targets beyond *pprM*)

The model that PprM regulates other proteins involved in *D. radiodurans* stress response, such as PprA and KatA^34–36,60^ (Fig. 4A), suggests that PprS could subsequently affect a larger regulatory network. To test if PprS indirectly affects this broader pathway through PprM, we performed targeted RT-qPCR of *pprA* and *katA* transcriptional expression in PprSKD under sham conditions. The decreased *pprM* expression in the PprSKD strain (due to the reduced stabilization of *pprM* by PprS (Fig. 3D,E and Fig. S7)) also results in alteration to the transcripts that PprM modulates (i.e., *pprA* and *katA*). We observed a significant increase in *pprA* expression and a decrease in *katA* levels in the PprsKD strain (Fig. 4B), as had been previously observed after deletion of *pprM* (and suggested by model in Fig. 4A)^34,35^. This data supports a model in which PprS represses PprA and activates KatA during unstressed conditions by directly stabilizing the modulator *pprM*.

**Figure 4:**
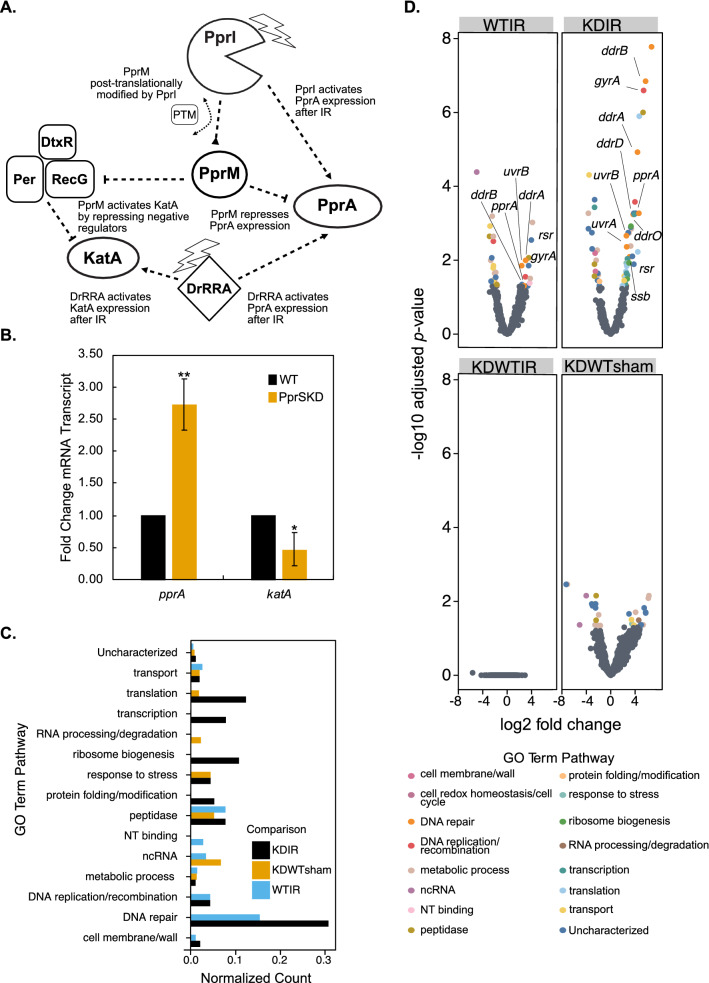
PprS stabilization of *pprM* affects *pprA* and *katA* levels under unstressed conditions and alters metabolic pathways whilst retaining RDR upregulation during recovery from IR. (**A**) Regulatory network coordinated by PprM as based on the literature. (**B**) *pprA* and *katA* transcripts levels were determined in unstressed conditions by RT-qPCR analysis. Bars represent the fold changes in gene expression compared to WT. Error bars represent standard deviation of triplicate biological samples. Difference in expression between strains is significant by two-tailed Student’s t-test (*p-value < 0.05, **p-value < 0.005). (**C**, **D**) Transcriptomics analysis demonstrated similar response of RDR pathway during recovery from 10 kGy of IR in PprSKD compared WT, in contrast to other metabolic pathways. (**C**) Normalized count of GO Term pathways represented in the significantly differentially expressed transcripts for each comparison. Normalized count was calculated by normalizing the number of significantly differentially expressed proteins in each GO Term pathway to the total number of proteins within that term. (**D**) Volcano plot of significant differentially (adjusted *p*-value (*p*-adj) < 0.05 and log2 fold-change > 1 or < − 1) expressed transcripts colored by GO Term pathway (RDR pathway labeled with text) from biological triplicate samples. Specifically, 34 transcripts were significantly differentially expressed in the WT strain during recovery from 10 kGy IR compared to sham conditions (WTIR). In the PprSKD strain, 61 transcripts were significantly differentially expressed compared to sham conditions (KDIR). However, no transcripts were significantly differentially expressed between the two strains during post-IR recovery (KDWTIR). Comparing the two strains under sham (no radiation) conditions (KDWTsham) demonstrated 31 significantly differentially expressed transcripts.

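For the transcriptomics of Fig. 4C and 4D, total RNA was sequenced from WT and PprSKD cells after sham treatment or 2 h after 10 kGy of acute IR, with 3 libraries for each of the 4 groups. The authors counted reads per gene as for MAPS, and the deposited values are counts without normalization. The counts assigned to genes were 22381 to 74346 per library in WT sham (median 63360), 40835 to 166062 in WT 10 kGy (81475), 33749 to 35892 in PprSKD sham (35174) and 42574 to 80282 in PprSKD 10 kGy (60297). Between 98.5% and 99.8% of the entries of a library were not assigned to any gene, and 70.9% to 95.5% were set aside for low alignment quality. Aligned entries had a median of 8203917.5 per library (5904504 to 16039945). At this depth, the targeted sRNA PprS had 0 counts in all 6 sham libraries of both strains. It had 0, 1 and 1 counts in PprSKD 10 kGy A, B and C, and 0, 0 and 10 in WT 10 kGy A, B and C, too few to be tested. A count of 0 over a group allows up to 18.7 CPM in WT sham and 28.6 in PprSKD sham, so a difference in PprS between the strains was not detectable. The paper reports lower PprS in PprSKD by Northern blotting. All 12 libraries were fitted together, with 1091 genes kept for testing, and the comparisons of the paper and the strain by irradiation interaction were taken from that fit. In WT 10 kGy C the 100 most counted genes held 25.0% of the counts, against 50.7% to 81.2% in the other 11 libraries, and 3103 genes had a count. WT 10 kGy A and PprSKD 10 kGy A had counts for 1356 and 1443 genes.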

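In WTIR, edgeR called 12 of 1091 genes, 4 higher and 8 lower after 10 kGy, and DESeq2 called 34, 13 higher and 21 lower. At an unadjusted p under 0.05 edgeR gave 226 genes, where chance would give 55, and the groups did not overlap for 152 genes (13.9%, where chance gives 10%). The count was 0 without WT sham C, 1 without WT sham B, 7 without PprSKD 10 kGy B or C, 73 without WT sham A and 74 without WT 10 kGy C. The highest was *rsr* (DR_1262, an RDR gene for a Ro ribonucleoprotein homolog), at 1736 ± 2204 CPM (SD, n = 3) after 10 kGy and 95.4 ± 13.7 (SD, n = 3) in sham. Its log2 fold change was 4.10 (SE 0.91, adjusted p = 0.0219 from edgeR), and it was no longer called without WT 10 kGy A (2.12), WT sham B or WT sham C. DR_1439 (3.86, SE 0.90) and DR_0053 (3.55, SE 0.83), both uncharacterized, were also higher, but not called without WT sham B or C, or without WT 10 kGy A (DR_1439, 2.12) or WT 10 kGy B (DR_0053, 1.81). DR_A0250, a putative acyl-CoA dehydrogenase, had only 3 counts over the WT sham group and was 18.0-fold higher (95% counting interval 6.04 to 88.3), with 4, 8 and 140 counts in WT 10 kGy A, B and C. Without WT 10 kGy C its log2 fold change fell from 3.54 to 2.43 and it was no longer called, nor was it without WT sham B or C, PprSKD sham B or C, PprSKD 10 kGy B or C or the filter. With the replicate letter as a block, edgeR called 0 genes higher and 4 lower in WTIR (196 at an unadjusted p under 0.05), so that *rsr* (3.37), DR_1439, DR_0053 and DR_A0250, all those higher, were not called, where DESeq2 without the block called all 4. The sRNA Dsr20 was lower by a log2 fold change of -5.15 (SE 0.88, adjusted p = 0.00297 from edgeR), but was not called without WT sham C (-3.49, adjusted p = 0.105). DR_A0341, a subtilase family protease, fell by 3.09 on the log2 scale (SE 0.74), and DR_A0043, a putative lipopolysaccharide biosynthesis gene, fell by 2.84 (SE 0.59). Neither was called with only the 6 WT libraries in the fit or without WT sham B or C, and DR_A0341 was also not called with the replicate block or without WT 10 kGy A or B, PprSKD sham B or PprSKD 10 kGy B or C. Of 13 genes of the surface polysaccharide cluster that holds DR_A0043, 12 lay below 0 (median -2.20), 1 was called over all genes (4 by DESeq2) and 9 passed when adjusted over the list alone. With RLE normalization or DESeq2, 11 of the 13 lay below 0. *pprM* had a log2 fold change of -1.08 (SE 1.06, adjusted p = 0.574 from edgeR).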

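In KDIR, edgeR called 38 of 1091 genes, 30 higher and 8 lower, and DESeq2 called 61, 43 higher and 18 lower. The groups did not overlap for 404 genes, or 37.0%, and 157 had an unadjusted p under 0.05. Leaving out PprSKD sham B left 0 calls, PprSKD sham C 2, PprSKD sham A 8, PprSKD 10 kGy B 12, PprSKD 10 kGy A 17 and WT 10 kGy C 97. Dsr33 had 1, 21 and 12 counts in PprSKD 10 kGy A, B and C and 0 in all 3 sham libraries, which makes it at least 7.38-fold higher. The lowest fold changes were in genes of the surface polysaccharide cluster, with a log2 fold change of -5.22 for DR_A0038 (rhamnosyltransferase, SE 1.23, adjusted p = 0.0190 from edgeR), -4.16 for DR_A0039 (mannosyltransferase) and -4.13 for DR_A0037 (glycosyltransferase). In that cluster, 10 of 13 genes lay below 0 (median -0.55, or -0.86 with RLE normalization and -0.83 with DESeq2), 3 were called over all genes (3 by DESeq2) and 6 passed when adjusted over the list alone. The piliation genes DR_0774 and DR_1233 had log2 fold changes of -3.32 and -2.34. DESeq2 gave no p for DR_A0037, DR_A0038 and DR_A0039, which it set aside as count outliers, and no adjusted p for Dsr33, of low mean count, so it called none of these, but called the first 3 with the replicate block, chosen after seeing the values. These 3 genes and DR_0774 lost their calls without any one of the 6 PprSKD libraries, DR_1233 without any of these but PprSKD 10 kGy A and also without WT sham B, and Dsr33 without PprSKD sham A, B or C, PprSKD 10 kGy C, WT 10 kGy B or WT sham C. Of the 8 lower, 0 or 1 calls were left in each of these fits that leave out a PprSKD library. With no filter DR_A0037, DR_A0039, DR_0774 and DR_1233 were not called, and with RLE normalization Dsr33 was not. *pprM* was at 13796 ± 11279 CPM (SD, n = 3) after 10 kGy, a log2 fold change of -0.39 (SE 1.05, adjusted p = 0.885 from edgeR). Between WTIR and KDIR, 2 genes were called in both, in the same direction, and the fold changes across all 1091 genes, which are not independent replicates, had a Pearson r of 0.07 (Spearman rho -0.05). That r was 0.47 without WT 10 kGy C and -0.20 without WT 10 kGy A. The count of KDIR calls is not shown to differ from that of WTIR gene by gene, since the interaction was past the threshold for 1 gene, Dsr20.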

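In KDWTIR, edgeR called 0 of 1091 genes and DESeq2 called 0. The lowest adjusted p from edgeR was 0.787, and 20 genes had an unadjusted p under 0.05 (30 with DESeq2), where chance would give 55. The groups did not overlap for 41 genes, or 3.76%. Without WT 10 kGy A, edgeR called 2 genes. In simulated counts with the depth of these libraries, the same test found 49 of 100 genes changed 4-fold and 87 of 100 changed 16-fold. The simulated libraries were drawn independently, whereas deviations of the irradiated libraries correlated across the strains by 0.64 for letter A and 0.71 for letter C. The shares found may therefore not hold for this comparison. The median of the 126 tested MAPS targets was -0.27.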

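In KDWTsham, edgeR called 42 of 1091 genes, 16 higher and 26 lower in PprSKD, and DESeq2 called 31, 14 higher and 17 lower. At an unadjusted p under 0.05 there were 302 genes, and the groups did not overlap for 442 (40.5%), among them 36 of the 42 called. The count fell to 10 with RLE normalization, which moved the median log2 fold change of all genes by 0.39. Without PprSKD sham B or WT sham C 0 genes were called, and without PprSKD sham C, WT sham B, PprSKD sham A, PprSKD 10 kGy B and WT 10 kGy B there were 1, 2, 6, 13 and 21. Without PprSKD 10 kGy A, WT 10 kGy C, WT 10 kGy A and WT sham A there were 91, 161, 170 and 196. In log2 CPM, WT sham A correlated by 0.70 to 0.74 with the PprSKD sham libraries and by 0.73 and 0.70 with WT sham B and C. WT sham B and C correlated by 0.94 with each other and by 0.52 to 0.63 with PprSKD sham. The calls thus rest in large part on WT sham B and C, whose own state was not told apart from the strain. *pprM* was at 17987 ± 1479 CPM (SD, n = 3) in PprSKD and 36481 ± 12513 (SD, n = 3) in WT. This is a log2 fold change of -1.02 (SE 1.06, adjusted p = 0.515 from edgeR), with every WT library above every PprSKD library. DR_B0090 (putative sensor histidine kinase of copper metabolism) and DR_2538 (cytochrome P450) had 0 counts in WT sham and were at least 12.6-fold and at least 11.8-fold higher in PprSKD. Dsr33 had 0 counts in PprSKD sham and was at least 6.41-fold lower. Dsr20 had a log2 fold change of -4.32 (SE 0.84, adjusted p = 0.0208 from edgeR), DR_1290, an extracellular solute-binding protein gene, of -3.01 (SE 0.70) and DR_A0043 of -2.86 (SE 0.62). On plasmid CP1, DR_C0013 (putative amidase, -7.43, SE 1.55) and DR_C0016 (-7.66, SE 1.78) were lower, with 5 and 3 counts in WT sham A, 916 and 2694 in WT sham B and 570 and 1695 in WT sham C. DR_C0023 on the same plasmid was higher (2.75, SE 0.69). Dsr33 and DR_A0043 were not called with RLE normalization, DR_C0016 not with the replicate block and DR_C0023 not with no filter. Of 28 CP1 genes, 24 lay below 0 (median -1.27), 1 was called higher and 2 lower over all genes, and 1 was higher and 9 lower when adjusted over the list alone.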

Given the direct effect of PprS on *pprM* stability, and thereby its indirect effect on the broader PprM network (i.e., *pprA* and *katA*) (Fig. 4A), we next analyzed the transcriptome-wide impact of the PprS knockdown. In previous studies, deletion of PprM results in global changes of gene expression patterns within multiple pathways (i.e. metabolism and protein homeostasis)^36^; these alterations to these house-keeping pathways has ultimately been hypothesized to underlie the observed survival decrease to IR in *D. radiodurans* in the absence of PprM^34^. Consistent with the hypothesis that PprS has a broader effect due to its stabilization of *pprM,* we observe a similar pattern in the PprSKD transcriptome. For instance, both when PprS and PprM are knocked down/out we see significant changes in translation, metabolic processes, and response to stress pathways during unstressed conditions (Fig. 4C,D, Table S5). 

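Under sham conditions, 29 of 30 ribosomal protein genes lay below 0 in PprSKD, with a median log2 fold change of -1.62 (-1.16 with RLE normalization and -1.26 with DESeq2). edgeR called 0 of them over all genes and 0 when adjusted over the list alone, 11 had an unadjusted p under 0.05, and DESeq2 called 1. camera gave the list an adjusted p of 7.37e-06, and 0.548 with an estimated correlation. All 10 heat shock chaperones and proteases lay below 0 (median -0.96, or -0.55 with RLE normalization and -0.64 with DESeq2), with 0 called by edgeR or DESeq2 and 1 at an unadjusted p under 0.05. Of the 26 DrRRA-related genes tested, 17 lay below 0 (median -0.76, or -0.36 and -0.46 with RLE and DESeq2), 1 was called lower, DR_B0068 (-3.34, SE 0.89, with groups that overlapped), DESeq2 called 2 lower, and 3 passed when adjusted over the list alone. Of 11 DdrI-related genes, 10 lay below 0 (median -1.07, or -0.64 and -0.74 with RLE and DESeq2), and of the 7 genes of the transcription machinery, 6 (median -0.86, or -0.43 and -0.53). All of the top 8 MAPS candidates lay below 0, with a median of -1.33. The 1 of them called was DR_1754 (-3.42, SE 0.93, adjusted p = 0.0376 from edgeR), at 379 ± 162 CPM (SD, n = 3) in PprSKD and 4065 ± 1134 (SD, n = 3) in WT. Neither DR_1754 (-3.01) nor DR_B0068 (-2.86) was called with RLE normalization, or without PprSKD sham A, B or C, PprSKD 10 kGy B, WT sham B or WT sham C, and DR_B0068 was also not called with the replicate block or without WT 10 kGy B. Of 126 tested MAPS targets, 96 lay below 0 (median -0.83, or -0.44 with RLE normalization and -0.55 with DESeq2), 1 was called higher and 3 lower, and 1 was higher and 5 lower when adjusted over the list alone. Of 5 sRNAs, 2 were called lower, and 3 passed when adjusted over the list alone. In PprSKD sham the 100 most counted genes held 50.7% to 57.2% of the counts, against 59.2% to 70.2% in WT sham. More genes had a count in PprSKD sham, 2807 to 2917 against 2157 to 2412. Whether abundant genes were lower there in general was not tested, so abundance was not set apart from the shifts of these lists. From the pathways changed in PprSKD, the paper proposes that PprS has a broader effect through its stabilization of *pprM*.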

Despite the effect of PprM on these house-keeping pathways, deletion of PprM does not change the upregulation of the RDR regulon during recovery from IR^34,36^. Similarly, knockdown of PprS does not result in any change to the upregulation of the RDR genes such as *recA* (DR_2340), *pprA* (DR_A0346) and *gyrA* (DR_1913)^42,44,45^ following 10 kGy acute IR exposure (Fig. 4D, Tables S6, S7). 

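Of 26 RDR regulon genes listed, 22 were tested, and 20 of these had the same direction after 10 kGy in both strains. In WT, 21 of the 22 were above 0 (median log2 fold change 2.03), edgeR called 2 over all genes and 7 when adjusted over the list alone, and DESeq2 called 7. In PprSKD, 19 were above 0 (median 2.85), edgeR called 11 over all genes and 14 when adjusted over the list alone, and DESeq2 called 12. Of the 10 tested genes that the paper's tables do not tag, 1 was called in WT and 2 in PprSKD (1 and 3 when adjusted over the list alone). *recA* had a log2 fold change of 2.00 in WT (SE 0.76, adjusted p = 0.144 from edgeR) and 4.20 in PprSKD (SE 0.86, adjusted p = 0.00991). In PprSKD it rose from 92.0 ± 91.0 CPM (SD, n = 3) to 1754 ± 1137 (SD, n = 3). *pprA* had a log2 fold change of 2.63 in WT (SE 0.85, adjusted p = 0.104 from edgeR) and 4.80 in PprSKD (SE 1.00, adjusted p = 0.00991), where it rose from 44.3 ± 27.3 to 1345 ± 903 (SD, n = 3). *gyrA* had a log2 fold change of 2.98 in WT (SE 1.23, adjusted p = 0.169 from edgeR) and 5.67 in PprSKD (SE 1.40, adjusted p = 0.0242). In WT, DESeq2 called *pprA* (adjusted p = 0.0492, range over the alternatives 0.00729 to 0.312) and *gyrA* (0.0281, range 0.0180 to 0.716), and edgeR called all 3 genes without WT 10 kGy C. In PprSKD, *recA* and *pprA* were no longer called without PprSKD sham B (adjusted p = 0.0946 and 0.0745) or without PprSKD sham C (0.0566 and 0.0525), and *gyrA* without PprSKD sham A, B or C or PprSKD 10 kGy A (0.114 to 0.183). The strain by irradiation interaction was 2.21 for *recA* (adjusted p = 0.308 from edgeR), 2.17 for *pprA* (0.365) and 2.69 for *gyrA* (0.371). It was past the threshold for 0 of the 22 genes by edgeR or DESeq2, with 3 at an unadjusted p under 0.05 and the lowest adjusted p, 0.203, for *ddrC* (DR_0003). The interaction of *ddrC* was called by edgeR without WT 10 kGy A (6.17, adjusted p = 0.0283), and by DESeq2 with the replicate letter as a block, chosen after seeing the values (4.62, adjusted p = 0.0326), in a range of adjusted p of 0.0283 to 0.537 over the alternatives. Between the irradiated strains, 0 of the 22 were called by edgeR or DESeq2, and 0 had an unadjusted p under 0.05. Also higher in PprSKD were *ddrC* (6.94, SE 1.36), *ddrB* (DR_0070, 5.96, SE 1.25), *ddrA* (DR_0423, 4.63, SE 0.90) and *rsr* (3.49, SE 0.86), none of them called without PprSKD sham B or C, nor *ddrB* and *rsr* without PprSKD sham A, nor *rsr* without PprSKD 10 kGy B. By library, the median log2 CPM of the 22 genes was 7.82, 8.15 and 8.58 in WT sham A, B and C and 11.05, 10.45 and 8.54 in WT 10 kGy A, B and C. In PprSKD it was 7.83, 7.79 and 8.05 in sham and 11.21, 10.40 and 9.90 after 10 kGy. camera gave the list an adjusted p of 2.90e-07 in WT and 1.50e-13 in PprSKD, and 0.351 and 0.186 with an estimated correlation.

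**Figure D2:**
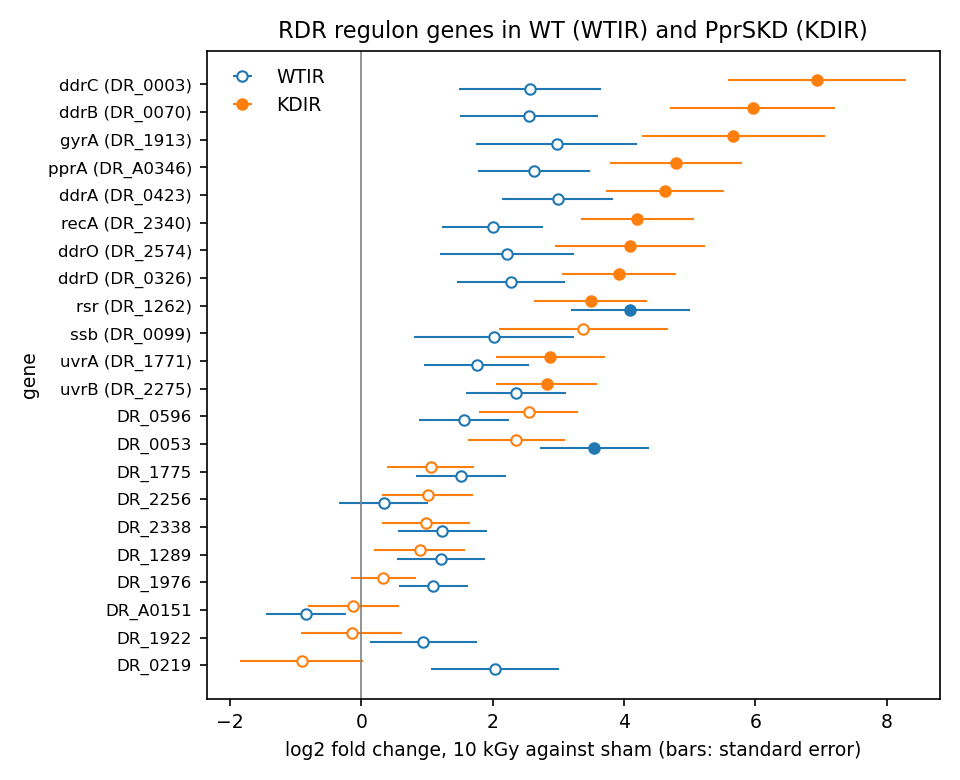
Log2 fold change (10 kGy over sham) of each of the 22 tested RDR regulon genes in WT (blue) and PprSKD (orange), with bars for the approximate standard error derived from the edgeR test and filled points for genes called by edgeR. 21 genes lie above 0 in WT and 19 in PprSKD, and 2 and 11 points are filled, where DESeq2 called 7 and 12.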

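In PprSKD after 10 kGy, 27 of 30 ribosomal protein genes lay above 0, with a median log2 fold change of 1.45 (1.22 with DESeq2). edgeR called 3 of them higher over all genes and 7 when adjusted over the list alone, and DESeq2 called 7. The 3 were *rpsR* (DR_0101, 4.93, SE 1.17, adjusted p = 0.0190 from edgeR), *rplI* (DR_0102, 4.71, SE 1.30) and *rplC* (DR_0311, 2.86, SE 0.81). In WT, 12 of the 30 lay above 0 (median -0.19), edgeR and DESeq2 called 0, and 2 had an unadjusted p under 0.05. The interaction had a median of 1.97 and lay above 0 for all 30 (27 with RLE normalization and 28 with DESeq2), with 6 at an unadjusted p under 0.05 and 0 called by either tool. Of the 7 genes of the transcription machinery, 6 lay above 0 (median 1.93), and 5 were higher and 1 was lower when adjusted over the list alone. edgeR called 0 of these over all genes, 6 had an unadjusted p under 0.05, and DESeq2 called 3 higher and 1 lower. In WT, 6 of the 7 also lay above 0 (median 0.56), with 0 called by edgeR or DESeq2 and 0 at an unadjusted p under 0.05. All 10 heat shock chaperones and proteases lay above 0 (median 2.58), 2 were called over all genes by edgeR (5 by DESeq2) and 5 when adjusted over the list alone. In WT, 7 of the 10 lay above 0 (median 1.01), edgeR called 0, 1 had an unadjusted p under 0.05 and DESeq2 called 1. *lon* (DR_0349) had a log2 fold change of 5.57 (SE 1.44, adjusted p = 0.0318 from edgeR) and DR_1114, of the HSP20 family, of 2.71 (SE 0.76). All 11 DdrI-related genes lay above 0 (median 3.65), 5 were called by edgeR (7 by DESeq2) and 9 passed when adjusted over the list alone, and with RLE normalization or DESeq2 10 lay above 0. In WT, 10 of the 11 lay above 0 (median 1.96), edgeR called 0, 6 had an unadjusted p under 0.05, 5 passed when adjusted over the list alone and DESeq2 called 5. DR_0997, a regulator of the FNR/CRP family, had a log2 fold change of 2.95 (SE 0.78, adjusted p = 0.0335 from edgeR). Of 26 DrRRA-related genes, 24 lay above 0 (median 1.46), 10 were called by edgeR (12 higher and 1 lower by DESeq2) and 11 passed when adjusted over the list alone. In WT, 21 of the 26 lay above 0 (median 0.95), edgeR called 1 higher and 1 lower, 4 were higher and 2 lower when adjusted over the list alone, and DESeq2 called 4 higher and 1 lower. The DrRRA list was taken from tags in the paper's tables, in part of transcripts called in these libraries, so it is not independent evidence, and the DdrI list was taken from tags in the paper's proteomics table. Of the top 8 MAPS candidates, DR_1263 was higher (3.51, SE 0.83), and DR_1264, with 3 counts over the sham group, was 17.4-fold higher (95% counting interval 5.73 to 85.9). Of 9 antioxidant enzymes and Dps, 8 lay above 0 (median 0.50, or 0.23 with RLE normalization and 0.25 with DESeq2), with 0 called by edgeR or DESeq2 and 1 at an unadjusted p under 0.05. Of 3 tested genes of manganese and iron homeostasis, *mntH* (DR_1709) was called (2.42, SE 0.63). None of these calls held without PprSKD sham B, where edgeR called 0 genes, and of the 9 genes named as called here only DR_1264 held without PprSKD sham A or C, and only *rpsR* and DR_1263 without PprSKD 10 kGy B. *rplC*, DR_1114 and *mntH* were not called with RLE normalization, *mntH* not with no filter, *rplI* not with the replicate block, *rplI*, *rplC*, *lon*, DR_0997 and DR_1114 not without PprSKD 10 kGy A, and *rplC* not without WT sham C. KDIR, the interaction and KDWTsham all use the PprSKD sham libraries, so a deviation of these would appear in each, with opposite sign in KDWTsham. In KDWTIR, which leaves these libraries out, 21 of 30 ribosomal protein genes lay above 0 (median 0.39) and edgeR called 0. The KDWTIR medians were 0.57 for the transcription machinery, 0.75 for the heat shock list and 0.80 for the DdrI-related genes.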

Similar to the unstressed conditions, we observed significant enrichment of other pathways including translation, transcription, and RNA biosynthetic process for the PprSKD strain recovering from IR (Fig. 4C, Table S2). Overall, these results support the model of PprS affecting a larger range of targets in *D. radiodurans* by stabilizing *pprM* during unstressed conditions.

## Discussion

In this study, we present the first examination of sRNA-driven regulation during recovery from IR, and highlight the interconnected regulatory networks driving bacterial survival. We demonstrate that a newly characterized sRNA, PprS, is vital to radiation resistance mechanisms in *D. radiodurans* based on the detrimental effect on survival and growth under IR that we observe even when PprS is knocked down (PprSKD) (Fig. 2). Furthermore, we identified and characterized one of PprS’s mRNA targets, *pprM,* that is stabilized by an uncommon sRNA regulatory mechanism in which PprS binds within the coding region to stabilize *pprM* (Fig. 3). To our knowledge, PprS is the first sRNA implicated in bacterial radioresistance. Importantly, we propose its function as a part of the network of global regulators involved in radiation resistance (Fig. 5). Through this model, we propose that the sensitivity to ionizing radiation observed after knockdown of PprS is largely due to its regulatory effect on the modulator protein, PprM. By disrupting the native regulation of DNA repair enzyme (PprA) and catalase (KatA) exerted by the PprM protein, the knockdown of PprS hinders the ability of *D. radiodurans* to immediately respond and repair ionizing radiation induced damages. Additionally, disruption of other house-keeping pathways (as also observed upon PprM deletion^34^) could also make *D. radiodurans* more vulnerable to IR stress. Our results support the growing field that post-transcriptional regulation by sRNAs offers an additional layer in coordinating and fine-tuning complex environmental stress responses in bacteria.

**Figure 5:**
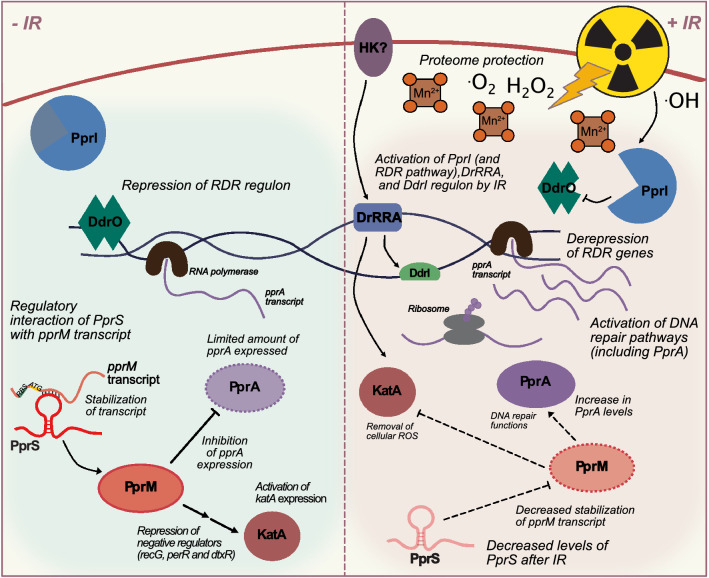
Model of PprS Regulatory Network in *D. radiodurans.* Three main transcriptional regulators have been identified in *D. radiodurans*: (1) a two-component system composed of the response regulator (DrRRA) and an unidentified histidine kinase (HK), (2) CRP regulator DdrI activated by DrRRA, and (3) the Radiation and Desiccation Response (RDR) containing the repressor protein DdrO and the IR-activated protease PprI. PprS is expressed during unirradiated conditions and binds to the *pprM* transcript within its CDS, stabilizing the transcript. PprM represses PprA expression to maintain low levels of PprA during unstressed conditions, and represses negative regulators of KatA. During recovery from IR, when PprA is required for DNA repair processes, transcriptional and translational machinery is protected by Mn-antioxidants and transcriptional regulators (PprI, DrRRA, and DdrI) upregulate critical cellular repair genes, including PprA and KatA. PprS transcript levels are reduced, which results in the destabilization of *pprM* and the corresponding activation of PprA expression.

As part of our model, we propose PprS binds within the coding sequence of its mRNA target to activate gene expression. Although several sRNAs activate expression of their target, a majority function via repression^11^. For those sRNAs with activation mechanisms, most bind to the 5′UTR of the target mRNA to block degradation by RNases, or release occlusion of the RBS by anti-antisense control^11^. As suggested by currently characterized sRNA mechanisms, the binding of PprS to *pprM* + 16 nt after the start codon would typically repress the mRNA target expression by blocking translation^1,9–11^. However, our data strongly demonstrates an activation mechanism via stabilization of *pprM*. Considering the roles of RNases in RNA degradation is largely unknown in *D. radiodurans*, further detailed studies of the exact mechanism of PprS regulation on *pprM* are needed in the future.

Importantly, PprS is not the only sRNA to function through this type of activation mechanism; it has been reported that the SgrS sRNA in *E. coli* binds within the coding sequence of the co-transcribed upstream gene, *pldB*, to block RNase E truncation of the *pldB-yigL* mRNA^63^. We hypothesize that the binding of PprS to *pprM* results in protection of the mRNA transcript from degradation. Interestingly, the 5′UTR of *pprM* is relatively short (only 21 nt long) which could present physical limitations for PprS to bind the 5′UTR without occluding the RBS. Binding of PprS within the coding sequence of *pprM* could provide protection from RNase degradation of the transcript, whilst still leaving the RBS available. Short 5′UTRs or leaderless mRNAs have been demonstrated to be common in the transcriptome of *D. deserti*^64^, suggesting the possibility of more sRNAs functioning through this mechanism in *Deinococcus* species. Although more experiments are necessary to determine the precise molecular details, we suggest that PprS represents another example of a sRNA that activates its mRNA target via binding within the coding sequence.

It should also be noted that tools and promoters in *D. radiodurans* are still extremely limited which challenged our in vivo characterization approaches to validate this activation mechanism of PprS on *pprM*. Currently, there is one inducible promoter (p_Spac_) available in *D. radiodurans*; however, induction times of approximately 16 h are required for measurable increases in expression (as previously reported^62^). We attempted to construct translational fusion reporters, however, global effects of PprS knockdown (smaller size and lower fluorescence of all fluorescent constructs tested (Fig. S9)) combined with the weak induction of PprS from the p_Spac_ promoter challenged these assays. However, we were able to demonstrate this activation mechanism of PprS on the *pprM* transcript through a variety of other experiments.

Similar to other bacterial stress responses, the RDR network represents a regulatory system critical to the coordination of radioresistance genes. Importantly, our results are the first to present an additional layer of sRNA-based control within RDR-regulated genes^26^. The regulation of *pprM* by PprS results in modulation of expression of other genes, like PprA, in the RDR network, which are in turn regulated by other transcriptional regulators and protein-level modulators. The identification of a role of sRNAs as modulating modulators of the RDR network of *D. radiodurans* further increases the complexity of this phenotype. Add to this, there is mounting evidence across the tree of life that IR resistance is a polyphyletic metabolic trait^65,66^. Among yeasts, bacteria, archaea and simple animals (rotifers), the most IR-resistant representatives consistently hyperaccumulate Mn antioxidants. This suggests that studying the response of sRNAs in cells under different nutrient conditions could help to further define their mode of action within highly complex regulatory webs.

Based on our data, we propose a model (Fig. 5) summarizing the network of radiation response in *D. radiodurans* in which, during sham conditions, *pprM* is stabilized by PprS, resulting in fine-tuning of PprA and KatA by PprM. PprM modulates KatA expression by suppressing *katA* negative regulators (*recG, per*, and *dtxR*), but does not affect expression of the positive regulator of *katA*, DrRRA (Fig. 4A)^35^. In a similar network, PprM suppresses expression of PprA under unstressed conditions^34^ in a PprI-dependent manner (Fig. 4A). PprA has been reported to be regulated by PprI, PprM, and DrRRA^22,34,67^. PprA is involved in DNA repair with GyrA (DR_1913) and is thought to aid chromosomal positioning in DNA segregation during DNA repair and cell division as demonstrated by the significant decrease in survival to IR and faulty chromosomal separation during recovery from IR in a *pprA* knockout strain^28,68^. This regulatory effect on PprA by PprM has been suggested to be due to the RNA-binding ability of PprM^60^ which could be influenced by the post-translational modification of PprM by PprI^34^. It is worth noting that the regulatory mechanism of PprM remains to be fully elucidated including its precise biochemical function and full regulatory network^34,36,60,69^. Thus far, the importance of PprM to radiation recovery can be attributed to its regulation of PprA and KatA^34,35^, however a wider network is also likely. As many sRNAs target more than one mRNA^8^, we hypothesize that further characterization of PprS and its mRNA targets (including the other top 7 targets as predicted by MAPS (Table S3)) will provide additional insight into its regulatory mechanism of radiation recovery in *D. radiodurans.*

In summary, we propose PprS as a global regulator that interacts with radiation response pathways including the RDR regulon to mediate cross-talk between the different radiation response networks via its stabilization of *pprM* in unirradiated conditions (Fig. 5). Due to the importance of tightly regulating DNA repair and catalases, disruption of this network (such as by decreased PprS expression) results in an increase in radiosensitivity of *D. radiodurans.* Our study demonstrates an example of the interconnected regulation coordinated by transcriptional regulators, protein modulators, and post-transcriptional regulators in response to environmental stressors in bacteria*.*

## Materials and methods

### Bacterial growth and stress conditions

*Deinococcus radiodurans* strain R1 (ATCC 13,939) was grown at 32 °C in TGY broth (1% tryptone/0.1% glucose/0.5% yeast extract) or TGY solid medium. All strains are listed in Table S8 and primers used for Northern blotting, cloning and sRNA deletions are listed in Table S9. For constructing deletion mutants, antibiotics were used at the following concentrations: 100 μg/ml ampicillin (*E. coli*); 25 μg/ml (*E. coli*) or 3.4 μg/ml (*D. radiodurans*) chloramphenicol; and 32 μg/ml (*E. coli*) or 16 μg/ml (*D. radiodurans*) kanamycin. For hydrogen peroxide exposure, cells were grown to exponential phase (optical density at 600 nm [OD_600_] = 0.8) and incubated with 0–100 mM of hydrogen peroxide (Fisher Scientific) at 4 °C for an hour. No additional recovery time was provided for the cells after H_2_O_2_ exposure as performed previously for detection of sRNA differential expression^39^. The cell pellets were then collected and used for RNA extraction. For acute IR exposures, exponential phase cells (OD_600_ = 0.8) were irradiated with a 10-MeV, 18-kW linear accelerator (LINAC) β-ray source at dosages ranging from 0 to 15 kGy (250 Gy/s) at the National Center for Electron Beam Research, Texas A&M University as reported previously^37,38^. Irradiated samples were diluted twofold in fresh TGY media for 0 to 6 h of recovery (for time-course Northern blotting and proteomics experiment) or 2 h (for Northern blotting assay and transcriptomics) at 32 °C immediately following irradiation and used for RNA preparation.

### Construction of sRNA deletion/knockdown strains in *D. radiodurans*

To delete sRNA coding regions from the genomes of *D. radiodurans*, we used a suicide plasmid to introduce the desired interruption by homologous recombination as previously reported^56^. Briefly, the upstream and downstream homologous regions of the sRNA to be deleted were cloned into pUC19mPheS plasmid which contains kanamycin resistance, lox66 and lox71 sequences. Double cross-over homologous recombination occurred after transformation of the plasmid into *D. radiodurans* R1. Mutant strains were selected on TGY agar plates with kanamycin and 4-chloro-phenylalanine (5 mM, Sigma-Aldrich) for five rounds of selection. This process selects for cells that had undergone homologous recombination to replace the target region with the kanamycin cassette and no longer express the pUC19mPheS plasmid. The antibiotic resistance marker was removed using Cre-Lox recombination (expressed off the pDeinoCre plasmid). Deletion of the desired sRNA was confirmed with both genomic PCR and Northern blotting analysis. The primers used for deletions are listed in Table S9.

### Survival and growth assays during recovery post-IR

For survival to acute IR exposures, biological triplicates of exponential phase cells (OD_600_ = 0.8) were irradiated with a 10-MeV, 18-kW linear accelerator (LINAC) β-ray source at doses 0, 5, 10, 12 kGy (250 Gy/s) at the National Center for Electron Beam Research, Texas A&M University as reported previously^37,38^. Irradiated samples were kept static on dry ice during transport to and from the irradiator (~ 2 h each way). Following irradiation at room-temperature, samples were immediately serially diluted (10^–0^ to 10^–6^) and plated onto TGY agar plates. Samples were grown at 32˚C for 3 days before colony counting. For the growth curve, samples were diluted to OD_600_ = 0.3 into fresh TGY liquid media and run for 24 h at 32˚C, 200 rpm in a BioScreen C (Growth Curves USA). Doubling times and lag times were determined using R package GrowthRates^70^. The “fit_easylinear” function calculates maximum growth rates from the log-linear part of a growth curve; this function also provides the lag time by estimating the intersection between the fit and the horizontal line equal to the first absorbance value^70^.

Resistance to chronic gamma radiation was assessed by first incubating single colonies of *D. radiodurans* strains R1 (wild-type), Rec30 (*recA* defect mutant), PprSKD, PprSKD_EV, and PprSCom in 10 mL of liquid TGY medium overnight at 32 °C, 180 rpm. The next day, cultures were adjusted to OD_600_ = 0.8, serially diluted, and plated on duplicate TGY plates. All plates were wrapped in parafilm and were incubated at room temperature (22–25 °C) with one set under 57 Gy/h (^137^Cs; GammaCell 40, J. L. Shepard and Associates) and the other outside of the irradiator. After 5.7 days (2668.65 min) of chronic radiation exposure, images were taken of resulting plates.

### RNA extraction and Northern blotting

Total RNA extraction and Northern blotting analysis were performed as previously described^37,38^. The cells were collected and suspended with 1 mL TRIzol reagent (Invitrogen) and lysed by bead-beating (Bio Spec Products Inc.) with two 100 s pulses. Total RNA was then extracted with 300 µL chloroform-isoamyl alcohol (24:1), precipitated with 300 µL isopropanol and 1 µL GlycoBlue (Thermo Fisher Scientific) overnight at − 20 °C, and the resulting pellet dissolved with 30 µL nuclease-free water. For Northern Blotting, RNA samples were loaded into a 10% polyacrylamide gel for total RNA electrophoresis under denaturing conditions and then were transferred onto a positively charged membrane (Hybond N+; GE Life Sciences) in TBE buffer for 18 h. The probes were radiolabeled with γ-^32^P for hybridization. All the oligonucleotides that were used in this study are listed in Table S9. Membranes were hybridized with radio-labeled probe for 16 h at 42 °C before wash and imaging using a Typhoon FLA 700 (GE Health Life Science). Band intensities were quantified using ImageJ analysis^71^ or CLIQS software (Total Lab). Full images for the Northern blots are presented in Fig. S10.

### RNA half-life determination

RNA half-life determination was performed as described previously^72,73^. Briefly, triplicate cultures of *D. radiodurans* R1 (WT) and PprSKD were grown to exponential phase (OD_600_ = 0.8) and incubated with 250 µg/mL of rifampicin (VWR) in DMSO. After a specific amount of time (0–60 min), 5 mL of culture was removed and snap frozen in liquid nitrogen. RNA was then extracted from samples as described above, and *pprM* transcript levels determined by Northern Blotting analysis. Half-life was determined from the normalized intensities of *pprM* from t_1/2_ = ln(2)/k with k as the negative slope of the ln[mRNA] over time^72^.

### MS2 affinity purification coupled with RNA sequencing (MAPS)

Full methods can be found in the “Supplemental Information”. In brief, determination of PprS’s possible mRNA targets was performed according to a protocol published previously^57^. The MS2 protein binding site sequence (MS2BD) was added to the 5′ end of the *PprS* sequence and cloned into the pRADgro plasmid (Tables S8 and S9) for expression in wild-type *D. radiodurans* R1^58^. A negative control was also made that did not contain the PprS sequence, only the MS2BD (pRADgro-MS2). *D. radiodurans* expressing the pRADgro-MS2-PprS plasmid were cultured to late-exponential phase (OD_600_ = 1) and collected for total RNA extraction. Total RNA was extracted as mentioned above. To extract the mRNAs associating with PprS from the total RNA sample, 2 µg of MS2 coat protein fused with maltose binding protein (MS2-MBP)^57^ expressed from *E. coli* was incubated with 100 µL of total RNAs (~ 1 µg/µL), containing MS2BD-PprS transcripts, for 1 h at 4 °C. The *MS2BD-PprS*-MBP protein complexes were washed and eluted before precipitation with equal volume of isopropanol and 10 µL GlycoBlue (Thermo Fisher Scientific) overnight at − 20 °C. Following precipitation, RNA was washed with cold 75% ethanol, resuspended in 20 µl nuclease-free water, and prepared for sequencing (described below).

### Transcriptome analysis

The cDNA libraries were prepared from total RNAs using NEBNext RNA First Strand Synthesis Module (NEB E7525L) and NEBNext DNA Library Prep Master Mix Set for Illumina (NEB E6040L). Total RNAs were prepared as mentioned above from irradiated samples and RNAs from MS2-MBP co-immunoprecipitation. cDNA libraries were then analyzed with Illumina NextSeq 500 single-end platform. A total of around 6,000,000 reads were mapped to the genome for each sample, and reads that mapped to rRNA or tRNA were then excluded from our analysis. All sequenced reads were trimmed to remove the adapter sequence for mapping to the *D. radiodurans* R1 genome (GenBank accession numbers NC_001263.1 and NC_001264.1) with Bowtie2 Aligner. Differential expression of genes was normalized and calculated by DEseq2 algorithm^74^. Genes with expression level changes more than twofold increased or reduced with adjusted *p*-value < 0.05 were considered as significantly differentially expressed.

### Electrophoretic mobility shift assay (EMSA)

PprS RNA with or without designed mutations was synthesized (from Integrated DNA Technologies, Inc.) DNA templates of *pprM* 5′UTR (− 33 bp to + 100 bp from the start codon) with or without designed point mutation was also synthesized for in vitro transcription using MEGAscript T7 Transcription Kit (AM1334, ThermoFisher) (sequences in Table S9). The RNA samples were then cleaned up using RNA Clean & Concentrator Kits (R1013, Zymo Research) and the RNA concentrations were determined using Nanodrop. Purified *pprM* 5′UTR RNA samples were then radiolabeled with γ-^32^P by T4 polynucleotide kinase (New England BioLabs). 1 pmol of radiolabeled *pprM* mRNA fragment and 0–100 pmol of unlabeled PprS sRNA were incubated in a 12 μL reaction buffer [20 mM Tris–HCl (pH 8.0), 1 mM MgCl_2_, 20 mM KCl, 10 mM Na_2_HPO_4_–NaH_2_PO_4_ (pH 8.0)), 10% glycerol]. The samples were denatured at 75 °C for 10 min and further incubated in a water bath at 37 °C for 1.5 h. The reactions were separated in an 8% nondenaturing polyacrylamide gel (0.5 × TBE, 8% wt/vol acrylamide-bisacrylamide, 5% glycerol, 0.25% ammonium persulfate, and 0.001% TEMED) with 0.5 × TBE running buffer at 4 °C for 4–6 h. The gels were then placed on a blotting paper (WHA3030861, Whatman) and dried at 80 °C for 60 min. Radioactive bands were visualized using a Typhoon FLA 700 (GE Health Life Science) and analyzed. The fraction bound was then calculated based on the ratio of the intensity of the RNA-RNA complex to the total intensity under each concentration as measured by ImageJ analysis^71^ or CLIQS software (Total Lab). The equilibrium dissociation constant (K_d_) was determined as described before^75^.

### Quantification RT-PCR analysis (RT-qPCR)

Following RNA extraction, DNA contamination was removed using DNase1 (NEB) and heat deactivated at 75 °C. DNase was removed using RNA/DNA Clean and Concentrate Kit 5 (Zymo Research). RNA was denatured at 65 °C for 5 min before annealing with random hexamer primers at room temperature for 10 min. RNA was converted to cDNA using SuperScript III (Thermo Fisher Scientific) at 50 °C for 60 min, followed by heat inactivation at 70 °C for 15 min. Primers for qPCR primers were designed using PrimerQuest online tool (IDT) or previously published^38,45^ and can be found in Table S9. Primer efficiencies were established across 4 dilutions of cDNA using the Thermo Fisher qPCR efficiency calculator. Primer efficiencies ranged between 95 and 109%. All qPCR reactions prepared using the SyberGreen POWER qPCR mix (Life Technologies) in 10 µL reactions according to manufactures protocol in MicroAmp Optica 398-well Reaction Plates (Life Technologies). Reactions were performed in biological triplicate on a ViiA 7 light thermal cycler (Agilent) for three separate experiments. All samples were denatured at 95 °C for 10 min and, annealed at 58 °C and extended at 68 °C for 40 cycles. Transcript fold changes were calculated using the DeltaDelta CT method^76^.

## Supplementary Information

Supplementary Dataset S1

Supplementary Information

## Data Availability

The data discussed in this publication are publicly available. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE^77^ partner repository with the dataset identifier PXD026633. The RNA-sequencing data have been deposited to NCBI's Gene Expression Omnibus (GEO)^78,79^ and are accessible through GEO Series accession number GSE176207

How the deposited data were processed for this re-analysis (not part of the article)

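Transcripts were measured in 18 libraries of *D. radiodurans*, 12 of total RNA (WT and PprSKD, sham or 2 h after 10 kGy, 3 each) and 6 of RNA purified by MAPS (MS2-PprS and MS2 only, 3 each). The authors trimmed the reads with cutadapt 1.14, aligned them with Bowtie2 2.3.2 to the R1 genome, processed them with SAMtools 1.10 and counted them per feature with HTSeq 0.9.1. The deposited values are in the unit count, as whole numbers per feature without normalization, made by the authors for each library. The methods state that rRNA and tRNA reads were left out, and 0 features for rRNA or tRNA are listed. Each library has 3132 features, 2579 of chromosome I, 357 of chromosome II, 130 of megaplasmid MP1, 35 of plasmid CP1, 30 Dsr sRNAs and 1 other, and 5 summary lines that name no gene. The summary lines were left out of every test. They held 98.5% to 99.8% of the entries in the total RNA libraries and 50.7% to 99.3% in the MAPS libraries, mostly for low alignment quality (70.9% to 95.5%) in the former and for low alignment quality (3.83% to 93.5%) or no alignment (3.17% to 95.3%) in the latter. The 21 features at 0 in every library were not tested. Positions and gene lengths are not given in the sources used here, since 0 of the feature names occur in the reference gene table, which is of another assembly, so genes are named by locus tag and by the symbols and products in the paper's tables.

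The median counts assigned to genes per library were 35174 in PprSKD sham, 60297 in PprSKD 10 kGy, 63360 in WT sham, 81475 in WT 10 kGy, 6651923 in MS2 only and 283683 in the libraries labelled MS2-PprS. A gene at 0 over a group is given a floor of 3 counts over the group, and with 1 to 3 counts the ratio is given with its exact binomial 95% interval. Floors and intervals cover counting error only. The paper describes biological triplicates for the total RNA, and p-values measure the spread between these libraries.

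Counts were filtered with filterByExpr, normalized by TMM and fitted with the robust quasi-likelihood method of edgeR 4.0.16 in R 4.3.3, one fit for the 12 total RNA libraries (1091 genes) and one for the 6 MAPS libraries (3101 genes). The comparisons were WT 10 kGy against WT sham (WTIR), PprSKD 10 kGy against PprSKD sham (KDIR), PprSKD against WT in sham (KDWTsham) and after 10 kGy (KDWTIR), the strain by irradiation interaction, and the libraries labelled MS2-PprS against MS2 only. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over the genes of the comparison and a fold change over 2 in either direction, the thresholds of the paper, and fold changes are on the log2 scale. Their standard errors (SE) are approximate, the absolute log2 fold change over the square root of the F statistic of the edgeR test. Comparisons, tests, alternatives and gene lists were chosen before the data were examined unless said otherwise. The alternatives were DESeq2 1.42.0 (the authors name version 1.30.1), RLE normalization, no filter on low counts (at least 1 count) or a stricter one (at least 10 counts in every library), the replicate letter as a block, no fold threshold, a fit of only the 6 libraries compared, and leaving out each library in turn. Where this left 2 libraries in a group, the spread was pooled over the groups. DESeq2 with the replicate block was added after the data were seen. Deviations from the group means correlated by 0.56, 0.53 and -0.02 for MAPS libraries of letters A, B and C. For total RNA libraries of one letter they correlated by -0.35 to 0.71, with 5 of 18 pairs above 0.1. The letters were not used to pair libraries in the comparisons reported, since the paper does not say that they pair cultures. In MAPS, where letters A and B correlated, the block raised the enriched calls of edgeR from 0 to 45.

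Genes were named by a rule: every gene the paper names for the experiment, the 8 highest and the 8 lowest fold changes among called genes whose groups do not overlap, and up to 3 called members of each list. The values in the paper's tables had been seen when the rule was written. The lists were the RDR regulon, the DrRRA-related and DdrI-related genes as the paper's tables tag them, heat shock chaperones and proteases, antioxidant enzymes and Dps, the RNA polymerase and core transcription machinery, manganese and iron homeostasis, a surface polysaccharide cluster, ribosomal proteins named in the paper's tables, sRNAs, the genes of chromosome I, chromosome II, MP1 and CP1, and the paper's MAPS targets and their top 8. The DrRRA-related genes and 12 of the 22 tested RDR genes were taken from tags in the paper's tables, in part of transcripts called in these libraries, the DdrI-related genes from tags in its proteomics table, and the MAPS lists from its MAPS table and figure. Lists by product name for tRNA synthetases, ABC transporters, transposases and type IV pilus could not be made without product names for all genes. Lists of at least 5 tested genes were tested with camera in limma 3.58.1 at a preset correlation of 0.01, adjusted over the lists of a comparison. Of 92 such tests 51 passed, and with the correlation estimated from the data 1 held, the genes of chromosome I in KDWTIR (adjusted p = 0.0223), which were higher relative to the other genes although their median was -0.09.

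The edgeR test was tested on simulated counts with the means, depth and dispersion of these libraries, with 100 genes changed 4-fold and 100 changed 16-fold. It called 50% and 90% of these in WTIR, 48% and 86% in KDIR, 42% and 84% in KDWTsham, 49% and 87% in KDWTIR and 98% and 99% in MAPS. Among unchanged genes it called 4 of 891 in each of the total RNA comparisons and 6 of 2901 in MAPS. The simulated libraries were drawn independently from a common mean per gene, so structure between the real libraries is left out. Random steps used the seed 20211.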

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

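The tests for swapped labels of the WT replicate C libraries, for the library WT sham A and for unequal depth of single libraries behind the fewer calls in WTIR, and for library depth as the whole cause of the transcripts that DESeq2 calls enriched with MS2-PprS, were chosen only after the result was seen.

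Dsr20 had a strain by irradiation interaction of 6.82 (SE 1.21, adjusted p = 0.00547 from edgeR), the only one of 1091 genes called. It had 16, 17 and 215 counts in WT sham A, B and C, 1, 6 and 5 in WT 10 kGy, 1, 3 and 5 in PprSKD sham and 49 in total in PprSKD 10 kGy. DESeq2 called the same gene, but it was not called without WT sham C (5.12, adjusted p = 0.221) or without WT 10 kGy C (5.82, 0.0720), in a range of adjusted p of 1.58e-05 to 0.221 over the alternatives. Of 100 groupings of the libraries, 12 gave at least as many calls for the interaction, so chance is not excluded, and the highest other, which exchanged PprSKD 10 kGy C and WT 10 kGy A, gave 220, which points to a structure of the samples that was not tested further. The paper does not report this gene's interaction.

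Some genes were called outside the paper's tables, above the level of the sham or WT libraries or below it. In WTIR there was 1, DR_2322, which fell by 2.61 on the log2 scale (SE 0.63, adjusted p = 0.0342 from edgeR). Its call held in 8 of 16 alternatives and was lost in 8, with an adjusted p of up to 0.369. In KDIR there were 4, Dsr33 and DR_A0037, DR_A0038 and DR_A0039 of the surface polysaccharide cluster, and in KDWTsham there were 16. DESeq2 called exactly the genes of the paper's tables in these comparisons. That it called none of the genes outside them follows from how they were chosen and is no second check. It gave no p or no adjusted p to the 4 in KDIR. Without WT sham C edgeR called 0 genes in WTIR and in KDWTsham, and without PprSKD sham B it called 0 in KDIR and in KDWTsham.

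With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. In WTIR the real split gave 12 calls and the highest other 122, with WT sham A beside WT 10 kGy B and C, so that 2 splits reached the real count, which points to a structure of these libraries other than the dose. In KDIR the real split gave 38 calls, the highest other 0 and 1 split reached the count, and in KDWTsham these were 42, 0 and 1. In KDWTIR the real split gave 0 calls and the highest other 10. All 10 splits reach a count of 0 by definition, so the share of splits says nothing on chance there.

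DESeq2 called 64 transcripts enriched in the libraries labelled MS2-PprS, although PprS itself was lower there. edgeR called 0, with 380 at an unadjusted p under 0.05. With edgeR the real count was 0 (highest other 0), which all 10 splits reach by definition, so these splits cannot bear on chance. With DESeq2 1 split reached the real count of 65 calls in both directions (highest other 10). After the MS2 only libraries were thinned to the depth of the libraries labelled MS2-PprS, DESeq2 still called a median of 67 transcripts enriched, and at least 50 in each of 20 thinnings, above the highest other split (10), which argues against depth as the whole cause. For which transcripts are called, depth cannot be told apart from the enrichment: a median of 74.2% of the 64 were called again (62.5% to 81.2%), between the bounds set for either answer. A candidate explanation is a background that covers genes evenly in the MS2 only libraries, beside which any abundant transcript stands out. Under it, the called transcripts should be abundant in the cell, and their median percentile in WT sham was 93.8 (bootstrap interval 90.4 to 96.2), with 41 of the 64, or 64.1%, above the 90th percentile, against a median percentile of 41.3 in MS2 only. Transcripts with more counts are also easier to call, and no comparison matched for counts was run. Their abundance therefore does not by itself set the even background apart from other explanations. Binding of these transcripts by PprS, a difference in recovery between the purifications, and exchanged labels stay open, and were not tested. *pprM*, which the paper reports PprS to bind in other experiments, was higher under the MS2-PprS label. Since *pprM* was itself abundant in WT sham, the even background alone would also raise it, so its level does not settle the labels. Whether reads of the fused construct were counted to PprS is not given in the sources used here, so its level does not settle the labels.

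Fewer genes were called in WTIR (12) than in KDIR (38). The tables argue against depth, since the WT libraries were deeper, at a median of 68853 counts against 39233 in PprSKD, a ratio of 1.75. WT sham A was the shallowest of the 12 libraries (22381 counts), but with all 12 thinned to that depth edgeR called a median of 7 genes in WTIR (0 to 19 over 20 thinnings) and 55 in KDIR (49 to 63), a ratio of 0.127, which argues against unequal depth as the cause of the gap. They also argue against an exchange of labels between WT sham C and WT 10 kGy C, since the RDR median of WT sham C lay 0.60 from that of WT sham A and B and 2.17 from that of WT 10 kGy A and B, a difference of 1.57. Single libraries may account for the gap, since 74 genes were called in WTIR and 97 in KDIR without WT 10 kGy C, a ratio of 0.763, and 73 and 47 without WT sham A, a ratio of 1.55. The counts were also 13 and 8 without PprSKD sham A, 12 and 0 without PprSKD sham B, 12 and 2 without PprSKD sham C, 15 and 17 without PprSKD 10 kGy A and 7 and 12 without PprSKD 10 kGy B, while they were 1 and 33 without WT sham B, 0 and 36 without WT sham C, 7 and 32 without PprSKD 10 kGy C, 14 and 56 without WT 10 kGy A and 11 and 45 without WT 10 kGy B. In log2 CPM, WT 10 kGy C correlated by 0.28 to 0.48 with the WT sham libraries and by 0.31 and 0.38 with WT 10 kGy A and B. The WT sham libraries correlated by 0.70 to 0.94 with each other. WT 10 kGy C thus resembled neither group, which a weaker response of its culture would not by itself explain. What sets WT 10 kGy C and WT sham A apart beyond depth was not tested. A weaker response in the WT culture of replicate C stays open as a part, as does a difference between the strains, for which the interaction called 1 gene.

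In WTIR and KDWTsham, 7 genes were called in the same direction, 6 lower (DR_1568, DR_2322, DR_A0043, DR_A0341, DR_B0109 and Dsr20) and 1 higher (DR_A0250), where independent lists would share 0.249. DR_1568 and DR_B0109 were chosen for mention after their values were seen. Both comparisons use the WT sham libraries, so deviations of these may appear in both. In 100 simulated sets without any effect the highest number shared was 0, but these made at most 1 call in WTIR and 2 in KDWTsham, so they could not have reached 7 and the shared controls cannot be told apart from a real overlap by this count. The covariance of the fold changes was 1.43, against 0.248 in the simulated sets (0.194 to 0.316), and the Pearson r was 0.72 against a simulated mean of 0.51. The simulated libraries were drawn independently, whereas WT sham B and C correlated by 0.94 with each other and by 0.73 and 0.70 with WT sham A. Such structure in the shared libraries is left out of the simulation, so the covariance does not tell them apart from a real overlap either. A state of the WT sham cultures that both irradiation and the knockdown move away from stays open, as untested.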

How the results depend on the processing

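DESeq2 with the replicate block, and for the correlation of WTIR with KDIR also DESeq2, no filter, the block and the omission of single libraries, and for the overlap of WTIR with KDWTsham DESeq2 and the omission of single libraries, were chosen only after results were seen.

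The counts of called genes depended on the tool, the filter and single libraries. With DESeq2 they were 34 in WTIR (12 with edgeR), 61 in KDIR (38), 31 in KDWTsham (42), 0 in KDWTIR (0), 1 for the interaction (1) and 64 enriched in MAPS (0, with 380 at an unadjusted p under 0.05), of which 11 of the 12, 34 of the 38 and 26 of the 42 were shared in the first 3. With the stricter filter, which left 172 genes, they were 0 in WTIR, 33 in KDIR, 0 in KDWTsham and 0 for the interaction. RLE normalization gave 10, 40 and 10 in WTIR, KDIR and KDWTsham, and no filter gave 14, 31 and 57 and 4 for the interaction. With only the 6 libraries compared in the fit, edgeR gave 3 in WTIR, 144 in KDIR and 103 in KDWTsham, and DESeq2 gave 10, 127 and 148, and 1 in KDWTIR. RLE normalization moved the median of all genes by 0.21 in WTIR, -0.28 in KDIR, 0.39 in KDWTsham, -0.15 in KDWTIR and -0.51 for the interaction, and DESeq2 by -0.24 in KDIR, 0.30 in KDWTsham and -0.31 for the interaction, while MAPS moved by under 0.1. Apart from the fewer genes left by the stricter filter, the cause was not tested.

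With 1 library left out, the counts ranged from 0 to 74 in WTIR, 0 to 97 in KDIR, 0 to 196 in KDWTsham, 0 to 2 in KDWTIR, 0 to 37 for the interaction and 0 to 50 enriched in MAPS. The interaction gave 37 without WT sham A, 29 without WT 10 kGy A, 2 without PprSKD 10 kGy A and 0 without WT sham C or WT 10 kGy C. In KDWTIR, edgeR called 0 genes otherwise, with 20 at an unadjusted p under 0.05 and 30 with DESeq2. These fits have fewer libraries, and the cause was not tested beyond that.

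The replicate letter as a block gave 4 in WTIR, 35 in KDIR, 32 in KDWTsham, 1 for the interaction and 45 enriched in MAPS, 6 of them ribosomal protein genes. DESeq2 with the block gave 36 in WTIR, 72 in KDIR, 34 in KDWTsham, 3 for the interaction, none of them Dsr20, for which it gave no adjusted p, and 135 enriched in MAPS, 18 of them ribosomal protein genes, where DESeq2 alone gave 4 and edgeR 0. The paper does not say that the letters pair cultures. In MAPS, DESeq2 with the block gave the paper's log2 fold changes of its 135 transcripts to within 1.83e-05, against 1.22 without the block. The paper's MAPS values thus match a fit that used the letter, although its methods do not describe one. Why the block changed the counts was not tested.

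The correlation of fold changes between WTIR and KDIR, 0.07, was 0.04 with RLE normalization, 0.45 with the stricter filter, -0.11 with no filter, -0.017 with the block, -0.12 with DESeq2 and -0.20 to 0.47 with 1 library left out, so its sign is not settled. It turned negative without PprSKD sham A, PprSKD sham C, PprSKD 10 kGy C, WT sham A, WT 10 kGy A or WT 10 kGy B. The 7 genes shared by WTIR and KDWTsham were 7 with DESeq2, 0 with 6 libraries in the fit and 0 to 55 with 1 library left out (55 without WT sham A, 18 without WT 10 kGy C, 4 without WT 10 kGy B, 2 without PprSKD 10 kGy B or C, 1 without PprSKD sham A, PprSKD sham C or WT sham B, and 0 without PprSKD sham B or WT sham C). Of 92 list tests, 51 passed with camera, 56 with RLE normalization, 55 with the block, 1 with the estimated correlation and 3 with fry, which tests a list without comparing it to other genes. The cause was not tested.

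For the 68 values of single genes, 925 of 1174 alternatives kept the direction and the side of the threshold, 209 lost a call, 32 gained one and 8 had the opposite direction, all in *katA* and *pprA*. *katA* in WTIR was -0.23 without WT 10 kGy A (range -0.23 to 1.17), *katA* in KDWTsham was -0.20 with no filter and -0.15 to 0.42 with 1 library left out, and *pprA* in MAPS was -0.12 without MS2-PprS C (-0.12 to 0.33). The cause was not tested. In 65 of the 68 no alternative reversed the direction, and 8, none of them called, stayed uncalled under every alternative.

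Depth limits the total RNA comparisons: with medians of 35174 to 81475 counts over 3132 features, 1091 genes had enough counts to be tested, and PprS had too few. An alternative that keeps rRNA and tRNA features was not run, since 0 are listed.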

Differences from the paper's values

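DESeq2 with the replicate block, and DESeq2 on fewer MAPS libraries, were chosen only after the values were seen; the other alternatives were set before the data were examined. The paper's thresholds were used throughout.

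In WTIR the paper's count is 34 transcripts and 12 were called here by edgeR. With DESeq2 34 were called, the same genes as in Table S6, and no other alternative set before the data were examined came within 1.5 times the paper's count. In KDIR the paper's count is 61 and 38 were called here. With DESeq2 61 were called, the same genes as in Table S7, and the count also came within 1.5 times the paper's without WT sham A (47), without WT 10 kGy A (56) and without WT 10 kGy B (45), but under none of the others set before the data were examined. DESeq2 with the replicate block, chosen after seeing the values, gave 72, also within 1.5 times. All 34 and all 61 of the paper's transcripts had the paper's direction here. *pprA* and *gyrA* in WTIR are called with DESeq2 and not with edgeR.

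In MAPS the paper's count is 135 enriched transcripts and edgeR called 0 here, with 380 transcripts at an unadjusted p under 0.05 and 64 called by DESeq2. No alternative set before the data were examined came within 1.5 times the paper's count: the replicate block gave 45, 44 of them in Table S3, DESeq2 gave 64, all in Table S3, and edgeR without MS2-PprS B gave 50. DESeq2 with the replicate block, chosen after seeing the values, gave 135 and drops 0 of the paper's 135. It was the 1 of 17 DESeq2 versions that called exactly these transcripts. Its log2 fold changes for them differed from those of Table S3 by at most 1.83e-05, against 1.22 for DESeq2 without the block. Of the other versions, likewise chosen after seeing the values, DESeq2 came within 1.5 times the paper's count without MS2-PprS B (189, dropping 22 of the 135), without MS2-PprS C (98, dropping 50), without MS2 only A and MS2-PprS B (149, dropping 34) and without MS2 only C and MS2-PprS B (104, dropping 43). All 135 had the paper's direction in the edgeR fit. The paper calls *pprM*, DR_0944, DR_1263 and DR_1264 enriched. edgeR called none of these 4 in the fit reported. *pprM* and DR_0944 were called with the replicate block (2.65 and 2.48) and without MS2-PprS B (3.82 and 3.39), and all 4 with DESeq2 and the block.

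For KDWTsham (the paper's 31, here 42) and KDWTIR (the paper's 0 and 0 here with edgeR, 20 at an unadjusted p under 0.05, and 0 with DESeq2), the counts were within 1.5 times of each other. DESeq2 gave 31 in KDWTsham, the same genes as in Table S5. Of 48 fold changes of named genes that the paper's tables also give, 0 differed by more than the standard error here or in sign. The paper gives around 6000000 mapped reads per sample, and the median of aligned entries here was 12130515.5 in MAPS, over 1.5 times the paper's value but by less than the SD between these libraries, and 8203917.5 in total RNA, within 1.5 times.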

Other observations

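No test in this part was chosen only after the result was seen.

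The paper measured *pprM*, *pprA* and *katA* in PprSKD under sham conditions by RT-qPCR, and does not state whether the same cultures were sequenced. In the sham RNA-seq libraries, *pprM* had a log2 fold change of -1.02 (SE 1.06), the direction the paper reports. *pprA* was at -1.81 (SE 1.06, adjusted p = 0.256 from edgeR), with 1, 3 and 1 counts in PprSKD A, B and C and 0, 10 and 13 in WT, and *katA* was at 0.12 (SE 0.88, adjusted p = 0.928), where the paper reports higher *pprA* and lower *katA*. The direction of *katA* changed with the processing, to -0.20 with no filter.

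In WTIR *katA* had a log2 fold change of 0.79 (SE 0.88) and was not called by edgeR. In the libraries labelled MS2-PprS, *katA* lay at 1.28 (SE 0.42, adjusted p = 0.315 from edgeR) and *pprA* at 0.15 (SE 0.25, adjusted p = 0.805). Of 13 genes of the surface polysaccharide cluster, all 13 lay above 0 in MAPS (median 1.25) and 10 passed when adjusted over the list alone, of 12 antioxidant genes 10 lay above 0 (median 0.27) and 2 passed, and of 9 manganese and iron genes 5 lay above 0 (median 0.10).

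All CP1 genes tested in MAPS, 100%, lay above 0 in the libraries labelled MS2-PprS. A difference in the copy number of this plasmid between the strains may explain this, since it predicts at least 90% of the genes above 0, but DNA was not measured, and a background that differs between the purifications was not set apart from it. For the ribosomal protein genes in MAPS, gene length was to be tested as an explanation, but 0 features have a length in the reference used, so the test could not be run and length cannot be told apart from the enrichment.

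*gyrB* (DR_0906), whose protein the paper reports to rise after irradiation, has 0 counts in all 18 libraries. Whether reads were assigned to this feature was not tested, so this is not evidence that the gene is not expressed.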
